# Phenotypic and Transcriptomic Analysis of Two *Pinellia ternata* Varieties T2 line and T2Plus line

**DOI:** 10.1038/s41598-020-61512-2

**Published:** 2020-03-12

**Authors:** Jun Lu, Jian Ning Liu, Surendra Sarsaiya, Gregory Joseph Duns, Jing Han, Leilei Jin, Jishuang Chen

**Keywords:** Transcriptomics, Medical research

## Abstract

*Pinellia* (*Pinellia ternata* (Thunb.) Breit.), as important medicinal plant, has been used to treat various ailments for a long time. The sixteen ploid plant (2n = 16 * 13 = 208) *Pinellia* T2Plus line was obtained from an octoploid (2n = 8 * 13 = 104) T2 line by chromosome-doubling technique. Compared with T2 line, the content of various medicinal components (polysaccharide, guanosine, adenosine and ephedrine) was increased in T2Plus line. In this study, the transcriptome of T2 line and T2Plus line were characterized by RNA sequencing (RNA-seq) technology. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enrichment analysis on differential expressed unigenes (DEGs) revealed that multiple metabolic pathway were enriched significantly, such as ‘Starch and sucrose metabolism’, ‘Purine metabolism’, ‘Photosynthesis’ and six transcription factors (MYB, WRKY, bHLH, lateral organ boundaries domain (LBD), homeodomain-zipper (HD-ZIP) and Ethylene-responsive factor (ERF)) play a key role in difference of transcriptome between T2 line and T2Plus line. These metabolic pathways and transcription factors may play an important role in the difference of medicinal components and epigenetic features between these two *Pinellia* cultivars. This conclusion provides a robust theoretical basis for the mechanism of the formation of medicinal ingredients in *Pinellia* cultivars.

## Introduction

*Pinellia* (*Pinellia ternata* (Thunb.) Breit.), mainly distributed in Eastern Asia, has been used to treat various ailments for a long time, such as vomiting, inflammation, cough, epilepsy, cervical cancer and traumatic injury, etc^1^. A wide range of biological activities in *Pinellia* was revealed by pharmacological studies and these activities include sedative and hypnotic^2^, anti-tumor^3^, anti-emetic^4^, anti-inflammatory and antitussive^5^, antibacterial and anti-inflammatory^6^. Due to the higher medicinal value and longer life cycle of *Pinellia*, overexploitation of the wild resources of this *Pinellia* led to the phenomenon of undersupply under-supply. Therefore, it is necessary to obtain high-yield *Pinellia* cultivar to sustain balance both the market and the abundance of this species.

Genomic polyploidization not only produce new phenotypic traits, but also stronger environmental/stress adaptation, thereby enabling diversification and speciation and driving the evolution and divergence in gene function and plant behavior^7^. The polyploid genome is affected the gene expression in response to stress and hormones, thus polyploids tend to exhibit greater tolerance in salt, heat and drought^8–12^,. In addition, the yield of polyploid plants is generally increased. For example, polyploid *sugar beet* is provided with the characteristics of nutrient growth, high root yield and high sugar content^13^. Artificially induced plant polyploids showing excellent traits have been widely used in agriculture, providing abundant germplasm resources for agricultural production^14–18^.

The apparent characteristics of plants are closely related to the expression of genes *in vivo*. After chromosome doubling, some genes will increase expression due to dose effects, some will attenuate expression due to gene silencing effects, and some will not change much. In order to better explore the relationship between chromosome doubling and epigenetics in *P. ternata*, it is necessary to conduct in-depth research at the omics level. Therefore, RNA-seq experiments were performed using total RNA isolated from octoploid *Pinellia* line T2 (2n = 8 * 13 = 104) and sixteen ploid *Pinellia* line T2Plus (2n = 16 * 13 = 208). In T2Plus line, many genes and transcription factors related to multiple metabolic pathways were expressed up-regulated significantly. Our results indicate that these up-regulated genes and transcription factors may be involved in the bio-synthesis of medicinal ingredients.

## Results

### Comparison of biological characteristics

To solve the problem of uneven quality of *Pinellia* plants, a superior individual T2 line was obtained by screening cultivar from different regions. Tissue culturing, a technique that enables plants to rapidly reproduce in a sterile environment to achieve detoxification, was performed to generate a high-yield individual cultivar line T2 without contamination viruses or bacteria. Based on the high-quality T2 seedlings, the sixteen ploid *Pinellia* T2Plus line was obtained by using a chromosome-doubling technique (colchicine-induced). The T2 line, as a single plant Shandong Heze peach leaf Banxia 2 (T2), is an octoploid line existing in nature (2n = 8 * 13 = 104), However, the T2Plus line, as a sixteen times body (2n = 16 * 13 = 208) that does not exist in nature, has high research value. To identify the differences between T2 line and T2Plus line, we analyzed the biological characteristics of these two cultivars. It was found that as the number of leaves increased, the tuber also increased rapidly, but the phenotype in the T2Plus line were significantly better than those in T2 line (Fig. 1a). At the leaf proliferative phase, compared with T2 line, the length of the petiole was shorter, the diameter of the petiole was larger and the ratio of leaf length to width was smaller in T2Plus line (Figs. 1b, S1). At the seedling stage, compared with T2 line, T2Plus line had a low proliferation coefficient and less biomass accumulation (Fig. 1c) showed that T2Plus line has a later germination period and slow growth.

**Figure 1:**
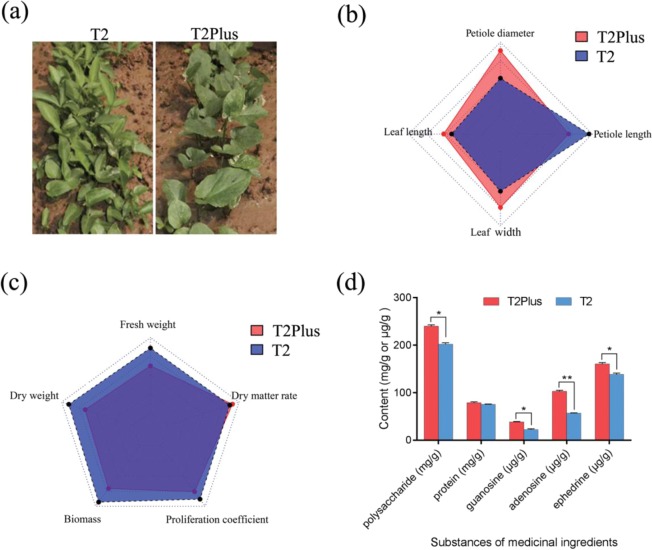
Analysis of biological characteristics of two *P. ternata* cultivars (T2 line and T2Plus line). (**a**) Field growth situations of two *P. ternata* lines. (**b**) Appearance morphology of *P. ternata* T2Plus line compared with T2 line. (**c**) Comparison of proliferation of *P. ternata* T2Plus line and T2 line. (**d**) Content of these substances (polysaccharide, protein, guanosine, adenosine, ephedrine) of tubers in *P. ternata* were measured (*p* ≤ 0.05; two-tailed Student’s t-test). Error bars represent standard error of the mean (n = 3).

*Pinellia* is an important Chinese herbal medicine, therefore it is necessary to investigate any changes of the medicinal ingredients between T2 line and T2Plus line. There are many substances as the main components of the medicinal ingredients. For example, polysaccharides are the main components of the anti-tumor effect in the tuber of *P. ternata*^19^. Lectin, as a kind of protein, plays an important role in anti-tumor, anti-growth and anti-aphid effects^20^. Alkaloids are an essential ingredient in anti-tumor and lipid-lowering applications, as well as for treatment of cough, vomiting and other aspects^21^. The nucleoside substances of *P. ternata* such as guanine nucleoside, adenine nucleoside and hypoxanthine nucleoside, as water-soluble components, are involved in DNA metabolism, energy metabolism and protein synthesis. They can also improve liver function, contribute to the recovery of damaged liver cell function, stimulate the generation of antibodies in the body, and improve the intestinal absorption of iron^22^. Therefore, the possible changes of these substances (polysaccharides, proteins, guanosine, adenosine, ephedrine) of tubers in *P. ternata* were measured. Compared with T2 line, the contents of polysaccharides, guanosine, adenosine and ephedrine in T2Plus line were significantly higher and the content of protein remained unchanged (Fig. 1d). These results suggest that the content of medicinal ingredients is increased after the doubling of the chromosome number in *P. ternata*.

### Quantification and quality assessment of transcriptome data of *P. ternata*

To investigate the transcriptome differences between T2 line and T2Plus line, we performed RNA-seq experiments using total RNA isolated from these two lines. These two cultivars were analyzed in three independent biological replicates (6 samples in total). 

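The T2 line is an octoploid (8x, 2n = 104) and the T2Plus line its chromosome-doubled derivative (16x, 2n = 208), and 3 samples of each were analysed. Seedlings were collected at 30 days. The paper calls the samples independent biological replicates, and its methods state that 5 seedlings per group were combined before grinding. The paper's text does not say whether each replicate had a mix of its own, so the p-values given here measure the spread between these samples, which may in part be technical. The authors deposited an expression value for each transcript isoform and sample, taken here as FPKM after the paper. FPKM is a read count scaled by transcript length and by the number of mapped fragments. The values were estimated with RSEM, a program that assigns reads to the transcripts of a de novo assembly. The authors scaled them by a TMM factor for each sample, which sets the samples to a common level on the assumption that most genes did not change. The factors used here were read from the ratio of these values to those in the paper's Tables S2 and S3, and they may hold more than the TMM scaling. The table analysed holds 65535 isoforms of 62591 unigenes, and unigenes outside it were not analysed here. Isoform values were summed per unigene, and the 28536 unigenes with at least 1 FPKM in at least 3 of the 6 samples were compared with limma on log2(FPKM + 1). A unigene was taken as up-regulated or down-regulated in T2Plus line at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, the thresholds of the paper. Fold changes are on the log2(FPKM + 1) scale, which understates the change of weakly expressed unigenes. The paper's Table 1 gives 41934026, 60303568 and 37532218 clean reads for replicates 1, 2 and 3 of T2 line, and 41336168, 35364586 and 38829032 for those of T2Plus line. The worth of 1 read was taken from the smallest values of the same unigenes, with the factors read in this way divided out. In replicate 2 of T2 line it was 0.707 of that in replicate 1 of T2 line, and in the other samples 1.02 to 1.22 of it.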

Total RNA was extracted from the *Pinellia* seedlings grown for 30 days, and cDNA libraries were prepared and sequenced with Illumina HiSeq sequencing instrument. After removing adaptor sequences, ambiguous reads and low-quality reads from 293,790,298 raw reads, a total of 255,299,598 clean reads (87.01% of raw reads) were generated, of which the mean length was 150 bp (Table 1). A total of 116,434 transcripts and 107,777 unigenes were generated by *De novo* assembly using Trinity Software. In these unigenes, 58,312 unigenes (54.10%) were between 200 and 500 bp in length, 26,595 unigenes (24.68%) were between 500 and 1000 bp and 22,870 unigenes (21.22%) were longer than 1000 nt (Fig. 2a). The functional information of these unigenes was obtained from five public protein databases (Swiss-Prot, Protein family (Pfam), evolutionary genealogy of genes:Non-supervised Orthologous Groups (EggNOG), KEGG, GO) (E value < 10^−5^) by performing basic local alignment search tool nucleic acid (BLASTN) (Table S1). A total of 27,616 (25.62%) unigenes were annotated in at least one database and 11,392 (10.57%) unigenes were annotated in all five the databases (Fig. 2b).

**Table 1:** Output of the clean reads from transcriptome data of *P. ternata*.

Samples	Raw Reads	Clean Reads	Clean Base (Gb)	Reads Length	Validity (%)
T2-1	48476126	41934026	6.29	150	86.5
T2-2	70238152	60303568	9.05	150.07	85.86
T2-3	43469330	37532218	5.63	150	86.34
T2p-1	46956466	41336168	6.2	149.99	88.03
T2p-2	40078230	35364586	5.3	149.87	88.24
T2p-3	44571994	38829032	5.82	149.89	87.12
All samples	293790298	255299598	38.29	149.97	87.015

**Figure 2:**
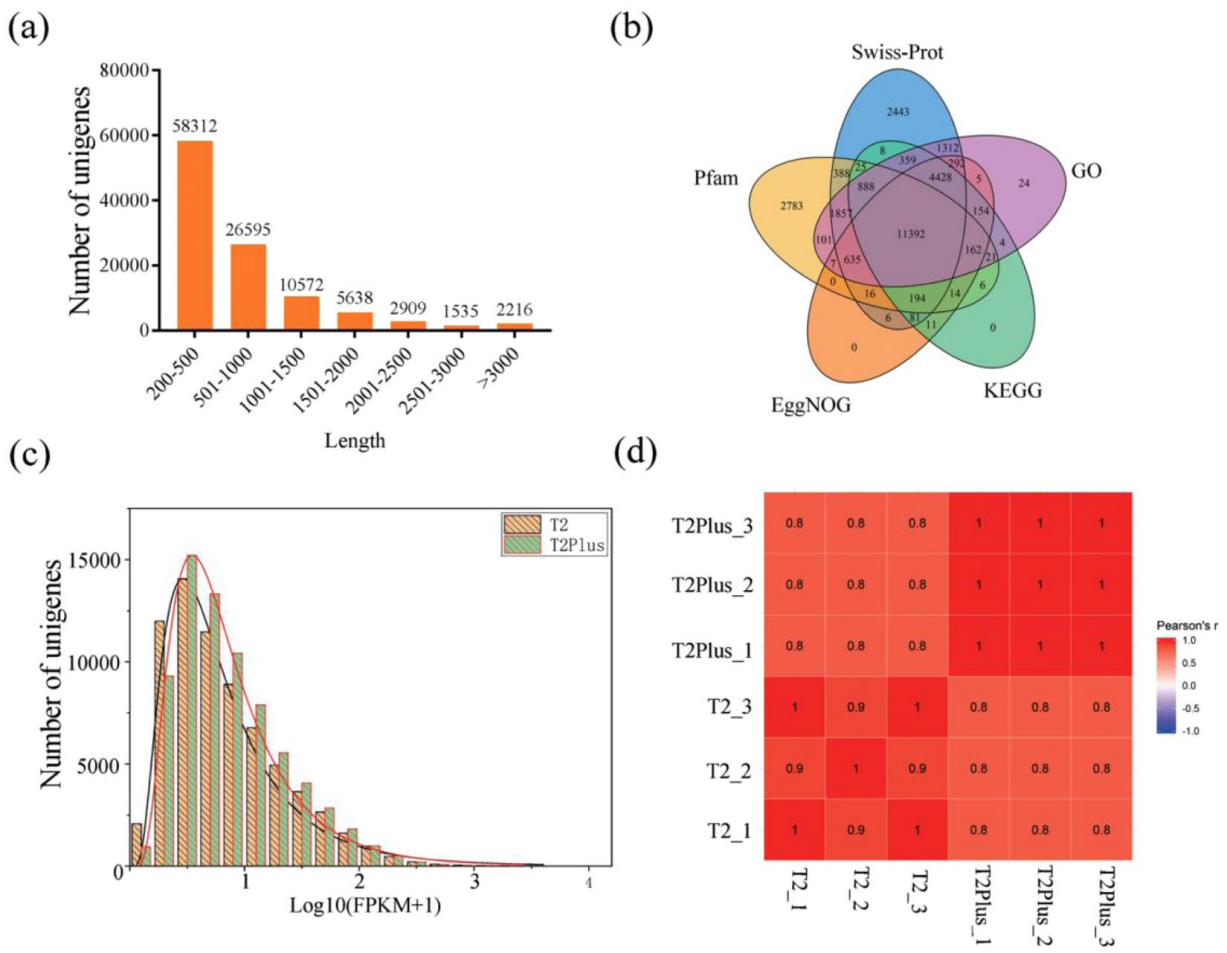
Analysis of the characteristics of *P. ternata* transcriptome. (**a**) Length distribution of assembled unigenes. (**b**) The number of unigenes annotated into five databases (Swiss-Prot, Pfam, EggNOG, KEGG, GO) is shown. (**c**) Distribution plot for average expressions of unigenes in T2 line and T2Plus line. (**d**) Heatmaps showing correlation between transcriptomes of three biological replicates of each cultivar. Pearson correlation coefficient among the replicates of Pinellia *Pinellia* are shown.

The uniquely mapped reads for each sample were processed by Expectation-Maximization (RSEM) to determine the normalized expression level of each unigene (Fig. S2; Table S2). 

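Of the 62591 unigenes, 49574 had a value above 0 in at least 1 sample. The 100 most strongly expressed unigenes held 14.7% to 15.8% of the summed FPKM in 5 of the samples and 19.5% in replicate 2 of T2 line. Table S1 pairs unigenes with their best Swiss-Prot match in another species, and the part of it at hand names 457 unigenes. Of these, 35 unigenes with a best match outside the green plants held 0.148% to 0.161% of the summed FPKM in each sample. The chloroplast proteins of that table, 28 unigenes, held 0.807% of the summed FPKM in T2 line and 0.619% in T2Plus line. The first 1998 rows of Table S2, with 3996 unigenes, and 1998 unigenes of Table S3 were at hand. Of the 2912 unigenes with a value above 0 in these tables and in the values analysed, the isoforms of 2718 (93.3%) added up to the table value within 5% once the values were divided by a factor for each sample. The factors were 1.08, 1.13 and 1.08 for replicates 1, 2 and 3 of T2 line and 0.983, 0.985 and 1.00 for those of T2Plus line. The isoforms of the other 194 unigenes fell short of the table value.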

The expression level of unigenes in T2Plus line was higher than that of T2 line (Fig. 2c). 

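The median unigene was expressed at 2.13 ± 0.185 on the log2(FPKM + 1) scale in T2 line and at 2.29 ± 0.0228 in T2Plus line (SD, n = 3). The medians of the T2Plus samples were 2.31, 2.29 and 2.26, and those of the T2 samples 2.22, 1.91 and 2.24. Each T2Plus sample lay above each T2 sample (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Per unigene, the median difference between the lines was 0.0997, and 54.8% of the 28536 unigenes had a higher average in T2Plus line. The difference was largest among weakly expressed unigenes. Among the 9512 unigenes of lowest mean expression it was 0.25, with 730 unigenes up-regulated and 369 down-regulated. Among the next 9512 it was 0.22, with 778 up-regulated and 540 down-regulated, and among the 9512 of highest mean expression it was -0.09, with 553 up-regulated and 890 down-regulated. At least 1 FPKM was reached by 26138 ± 2484 unigenes in T2 line and by 28904 ± 1653 in T2Plus line (SD, n = 3; exact two-sided permutation test, p = 0.2). Without replicate 2 of T2 line, which had the lowest median, the median difference was 0.01 over all unigenes, 0.12 in the group of lowest expression and 0.06 in the next, and the difference in the number of genes detected was 1332 in place of 2766. Without replicate 1 of T2Plus line this difference was 1840. The median difference was -0.03 over the 14941 unigenes with a mean of at least 5 FPKM and 0.15 with a pseudocount of 0.1. With zeros left out of the means it was 0.02, still on the log2(FPKM + 1) scale. That way of averaging is nearest to the one the paper's methods describe for its abundance distributions. The median difference rose from 0.0997 to 0.228 with each sample rescaled to a sum of 1000000. With the factors of the authors' scaling divided out it rose to 0.211. With the rescaling the group of highest expression stood at 0.04, against 0.41 and 0.36 in the others.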

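Pearson's r was computed across the 28536 unigenes on log10(FPKM + 1). Within a line, r lay between 0.812 and 0.830, and between samples of different lines it lay between 0.694 and 0.718. Every pair of replicates was more alike than any pair across the lines. On the FPKM values themselves, where the most strongly expressed unigenes carry most of the weight, r was 0.955 to 0.995 within the lines and 0.845 to 0.895 between them. Weakly expressed unigenes lowered r on the log scale. With every unigene above 0 in any sample included, r on log10(FPKM + 1) was 0.625 to 0.686 within the lines and 0.555 to 0.616 between them. These coefficients run across unigenes, which are not independent replicates.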

The Pearson correlation coefficient between the biological replicates of different samples varied from 0.94 to 0.98, indicating the high quality of the replicates (Fig. 2d).

### Identification and annotation of differentially expressed genes between T2 line and T2Plus line

We identified gene sets showing significant differential expression between these two cultivars cultivar. In total, 3,239 differential expression genes (DEGs; false discovery rate (FDR) ≤ 0.05, |log2FC | ≥ 1) were generated, including 1,656 up-regulated DEGs and 1,583 down-regulated DEGs in T2Plus line (Fig. 3a,b; Table S3). 

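Of 28536 unigenes tested, 2061 were up-regulated and 1799 down-regulated in T2Plus line. These counts come from limma on part of the assembly, and those of the paper from DESeq, so they are not like for like. Among unigenes with at least 1 FPKM in every sample, the largest rises were in TRINITY_DN5902_c0_g2, with 13.9 ± 4.07 FPKM in T2 line and 277 ± 27.7 FPKM in T2Plus line (SD, n = 3), and in TRINITY_DN63131_c0_g2, with 38.9 ± 8.39 FPKM in T2 line and 687 ± 91.5 FPKM in T2Plus line (log2 fold changes 4.26 and 4.12). The largest falls were in TRINITY_DN37_c1_g1, with 584 ± 173 FPKM in T2 line and 8.15 ± 0.986 FPKM in T2Plus line, and in TRINITY_DN31918_c0_g1, with 115 ± 22.7 FPKM in T2 line and 1.71 ± 0.574 FPKM in T2Plus line (log2 fold changes -5.97 and -5.42). The adjusted p of these unigenes was 9.61e-05 to 2.51e-04 from limma. Of the unigenes that Table S1 names by a Swiss-Prot match in another species, the 10 with the largest rise and the 10 with the largest fall are given. Among those with a rise, GDSL esterase/lipase APG (TRINITY_DN16209_c0_g1) had 10.8 ± 1.15 FPKM in T2 line and 46.0 ± 7.72 FPKM in T2Plus line, the AAA-ATPase At3g28580 (TRINITY_DN7915_c0_g2) 0.724 ± 0.0855 FPKM in T2 line and 11.5 ± 1.71 FPKM in T2Plus line, and the mitochondrial 10 kDa chaperonin (TRINITY_DN12680_c0_g1), which helps imported proteins to fold, 7.44 ± 2.63 FPKM in T2 line and 27.8 ± 2.73 FPKM in T2Plus line. Histone H3-2 (TRINITY_DN18467_c0_g1), a core histone, was listed at 0 in every T2 sample and at 14.3, 18.4 and 49.7 FPKM in the T2Plus samples. Structural maintenance of chromosomes protein 4 (TRINITY_DN77749_c0_g1), a condensin subunit that compacts chromosomes, was listed at 0 in every T2 sample and at 7.29, 6.32 and 2.18 FPKM in the T2Plus samples. Also listed at 0 in T2 line were receptor-like kinase SD1-8 (TRINITY_DN48173_c0_g1, 13.7, 8.46 and 5.63 FPKM in T2Plus line) and a trypsin/chymotrypsin inhibitor (TRINITY_DN12664_c0_g1, 4.79, 1.90 and 5.46 FPKM). With no filter on low values, the adjusted p of the condensin subunit was 0.0539 and that of the inhibitor 0.0688. Glyoxysomal malate synthase (TRINITY_DN16258_c0_g1), an enzyme of the glyoxylate cycle, and protein SMAX1-LIKE 3 (TRINITY_DN67143_c0_g1) had log2 fold changes of 1.51 and 1.23 (adjusted p = 0.0282 and 0.0486 from limma). With any 1 sample left out other than replicate 2 of T2 line, the adjusted p of malate synthase from limma was 0.0639 to 0.103. With any 1 of the 6 samples left out, that of SMAX1-LIKE 3 was 0.0663 to 0.130. The probable receptor-like kinase At1g49730 (TRINITY_DN11428_c0_g1) had 10.6 ± 2.24 FPKM in T2 line and 26.0 ± 0.943 FPKM in T2Plus line.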

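Of the named unigenes with the largest falls, 4 have a chloroplast protein as their best match. NAD kinase 2 (TRINITY_DN12657_c0_g1), which makes NADP in the chloroplast, had 77.9 ± 2.84 FPKM in T2 line and 21.4 ± 1.39 FPKM in T2Plus line (SD, n = 3; log2 fold change -1.82, standard error 0.10, adjusted p = 3.34e-04 from limma). NAD(P)H-quinone oxidoreductase subunit O (TRINITY_DN16821_c1_g1), part of the complex for cyclic electron flow, had 28.9 ± 2.60 FPKM in T2 line and 8.08 ± 2.54 FPKM in T2Plus line. The oxidoreductase At1g06690 (TRINITY_DN7933_c0_g1) had 60.8 ± 6.80 FPKM in T2 line and 14.8 ± 5.04 FPKM in T2Plus line, and plastid-lipid-associated protein 13 (TRINITY_DN11462_c0_g2) 46.2 ± 8.09 FPKM in T2 line and 14.7 ± 1.65 FPKM in T2Plus line. Phosphoenolpyruvate carboxylase kinase 1 (TRINITY_DN16812_c2_g1), which phosphorylates the enzyme it is named after, had 23.8 ± 6.07 FPKM in T2 line and 2.01 ± 1.78 FPKM in T2Plus line, and its adjusted p rose from 0.0121 to 0.0848 with a pseudocount of 0.1. Protein HYPER-SENSITIVITY-RELATED 4 (TRINITY_DN7915_c0_g1) had 13.7 ± 0.860 FPKM in T2 line and 1.90 ± 0.243 FPKM in T2Plus line. It shares its assembly cluster with the AAA-ATPase unigene TRINITY_DN7915_c0_g2, which rose from 0.724 to 11.5 FPKM. Whether they are separate genes or versions of the same gene assembled apart was not tested, so the fall and the rise need not be independent. Lectin-domain receptor kinase IX-1 (TRINITY_DN48121_c0_g1) had 7.59 ± 1.35 FPKM in T2 line and 1.21 ± 0.325 FPKM in T2Plus line, and CBL-interacting protein kinase 11 (TRINITY_DN4884_c0_g1), a kinase of calcium signalling, 54.1 ± 9.61 FPKM in T2 line and 16.8 ± 3.46 FPKM in T2Plus line. Transcription factor MYB78 (TRINITY_DN18485_c0_g1) had 25.6 ± 4.6 FPKM in T2 line and 8.09 ± 1.69 FPKM in T2Plus line, and the ERF unigene TRINITY_DN11471_c0_g2 a log2 fold change of -2.10. Of the up-regulated unigenes 1011 (49.1%) were listed at 0 in every T2 sample, and of the down-regulated unigenes 550 (30.6%) were listed at 0 in every T2Plus sample. Replicate 2 of T2 line had fewer unigenes above 0 than any other sample, which can widen this gap. Without the unigenes listed at 0 in a whole line, 756 were up-regulated and 1042 down-regulated. With every unigene above 0 tested, the counts were 1073 and 1142, and with only those of a mean of at least 5 FPKM, 753 and 1050. They were 2354 and 1646 with each sample rescaled to a sum of 1000000. With the factors of the authors' scaling divided out they were 2367 and 1557, so that 60.3% of the called unigenes were up-regulated, against 53.4% with that scaling.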

The GO enrichment analysis of DEGs in T2Plus line was performed and the top 20 GO terms (ranked by *p*-value) of biological processes were listed (Fig. 3c; Table S4). 

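All 9 measured unigenes of the GO term DNA replication initiation were up-regulated in T2Plus line, of 10 that Table S4 lists. TRINITY_DN22458_c0_g1 of this term was listed at 0 in every T2 sample and at 8.95, 11.5 and 12.3 FPKM in the T2Plus samples. TRINITY_DN5782_c0_g1 had 1.37 ± 0.234 FPKM in T2 line and 6.37 ± 0.577 FPKM in T2Plus line (SD, n = 3; adjusted p = 0.0136 from limma). Of cell wall modification, 7 of 14 listed unigenes were measured, 4 up-regulated and 3 down-regulated. TRINITY_DN24906_c0_g1 rose the most, from 0.566 ± 0.592 to 28.8 ± 2.02 FPKM, and TRINITY_DN50606_c0_g3 fell the most, from 7.72 ± 0.915 to 1.33 ± 0.330 FPKM. Xyloglucan is a hemicellulose that tethers cellulose in the wall. Of its metabolic process, 6 of 8 unigenes were measured, 3 up-regulated, led by TRINITY_DN16527_c0_g2 with 5.68 ± 1.84 FPKM in T2 line and 23.5 ± 0.562 FPKM in T2Plus line, and 3 down-regulated, led by TRINITY_DN1388_c0_g1 with 197 ± 31.6 FPKM in T2 line and 30.7 ± 4.96 FPKM in T2Plus line. For regulation of mitotic spindle organization 1 of 3 unigenes was measured. This unigene, TRINITY_DN60460_c1_g1, was up-regulated, listed at 0 in every T2 sample and at 4.2, 3.36 and 4.00 FPKM in the T2Plus samples. The 3 unigenes of DNA methylation on cytosine within a CG sequence were not analysed here. The lists hold unigenes that the study called on these samples, so the counts are not independent evidence of a direction. TRINITY_DN5782_c0_g1 had an adjusted p from limma of 0.0517 without replicate 1 and 0.0633 without replicate 2 of T2Plus line.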

Various cell-related terms, such as cell cycle, cell wall organization or bio-genesis, cell division and mitotic cell cycle, were significantly enriched in DEGs. In addition, GO terms, photosynthesis, photosynthetic electron transport chain and chlorophyll catabolic processes were also highly enriched in DEGs (Fig. 3c; Table S4).

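All 8 measured unigenes of the photosynthetic electron transport chain were down-regulated in T2Plus line, of 13 in Table S4, with a median log2 fold change of -1.30. Together they held 0.205% of the summed FPKM in T2 line and 0.0899% in T2Plus line. The largest fall was in TRINITY_DN7216_c0_g1, which had 23.5 ± 5.73 FPKM in T2 line and 5.34 ± 1.91 FPKM in T2Plus line (SD, n = 3). Its log2 fold change was -1.96 (standard error 0.30, adjusted p = 0.00683 from limma), and each T2Plus sample lay below each T2 sample. Since the study chose the list on these samples, this count is not independent evidence of the direction. TRINITY_DN870_c1_g1 missed the 2-fold change without replicate 2 of T2 line (log2 fold change -0.90) and without replicate 2 of T2Plus line (-0.82), and its adjusted p from limma was 0.0620 without replicate 3 of T2 line and 0.0604 without replicate 1 of T2Plus line.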

**Figure 3:**
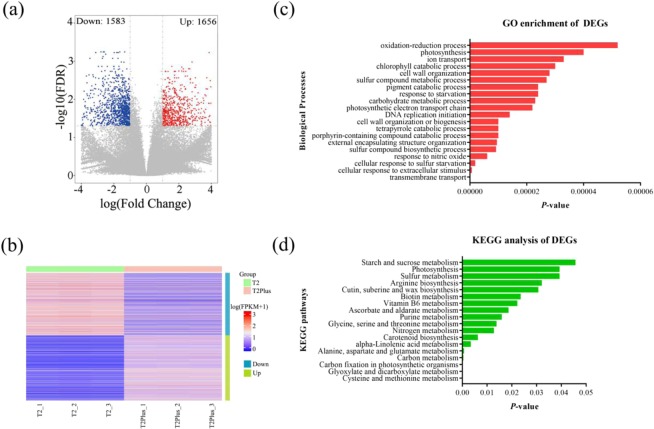
Identification and functional information of differential expression genes (DEGs) in T2Plus line as compared with T2 line. (**a**) volcano of differentially expressed unigenes in both groups. (**b**) The expression profile of all DEGs was shown by heatmap. (**c**) The top 20 GO terms (rank by *P*-value) of biological processes were listed by histogram. (**d**) Histogram shown KEGG pathways enriched significantly (*P* ≤ 0.05).

To investigate the changes of metabolic pathways between T2 line and T2Pus line, all DEGs were subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis and the significant pathways (*P* ≤ 0.05) were shown (Fig. 3d; Table S4). 

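Of the carbon fixation list of Table S4, 6 of 14 unigenes were measured and 5 were down-regulated in T2Plus line. The largest fall was in TRINITY_DN13328_c0_g1, with 377 ± 9.05 FPKM in T2 line and 114 ± 4.69 FPKM in T2Plus line (SD, n = 3; log2 fold change -1.72, standard error 0.08, adjusted p = 1.73e-04 from limma), a unigene that stands in several of these lists. All 3 measured unigenes of sulfur metabolism were down-regulated, led by TRINITY_DN13448_c0_g1 with 53.4 ± 0.736 FPKM in T2 line and 8.17 ± 1.62 FPKM in T2Plus line. Of arginine biosynthesis all 4 measured unigenes were down-regulated, and TRINITY_DN146279_c0_g1 of this list was at 6.08, 6.35 and 3.29 FPKM in the T2 samples and listed at 0 in every T2Plus sample. Of glycine, serine and threonine metabolism 3 of 5 measured unigenes were down-regulated, led by TRINITY_DN3949_c0_g1 with 229 ± 3.94 FPKM in T2 line and 68.5 ± 1.51 FPKM in T2Plus line. Nitrogen metabolism was split, with 2 unigenes up-regulated, led by TRINITY_DN18363_c0_g1 (3.27 ± 1.55 FPKM in T2 line and 20.0 ± 3.49 FPKM in T2Plus line), and 2 down-regulated, led by TRINITY_DN1749_c0_g1 (615 ± 81.6 FPKM in T2 line and 227 ± 9.11 FPKM in T2Plus line). All 4 measured unigenes of alpha-linolenic acid metabolism, the route to jasmonate, were down-regulated, led by TRINITY_DN27440_c0_g1 with 7.77 ± 0.322 FPKM in T2 line and 0.0477 ± 0.0826 FPKM in T2Plus line. All 3 measured unigenes of carotenoid biosynthesis were down-regulated as well, led by TRINITY_DN1895_c0_g1 with 20.6 ± 3.32 FPKM in T2 line and 4.94 ± 1.09 FPKM in T2Plus line.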

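Both measured unigenes of biotin metabolism were up-regulated, and TRINITY_DN18150_c0_g1 of this list rose from 0.442 ± 0.250 to 51.0 ± 3.44 FPKM (SD, n = 3; log2 fold change 5.18, standard error 0.22, adjusted p = 1.45e-04 from limma). Of vitamin B6 metabolism 1 unigene was up-regulated, TRINITY_DN16098_c0_g2 with 12.8 ± 1.15 FPKM in T2 line and 29.9 ± 0.903 FPKM in T2Plus line, and 2 were down-regulated, led by TRINITY_DN1447_c2_g1 with 50.2 ± 14.7 FPKM in T2 line and 4.95 ± 2.44 FPKM in T2Plus line. Of cutin, suberine and wax biosynthesis, the lipids of the plant surface, 1 unigene was up-regulated and 2 were down-regulated. TRINITY_DN36788_c0_g1 of this list was listed at 0 in every T2 sample and at 7.68, 8.37 and 7.68 FPKM in the T2Plus samples. TRINITY_DN112531_c0_g1 was at 9.56, 7.57 and 9.96 FPKM in the T2 samples and listed at 0 in every T2Plus sample. Each list holds unigenes that the study called on these samples, so these counts are not independent evidence of a direction. The lists were not tested for enrichment.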

A total of 18 metabolic pathways were enriched significantly, including ‘Carbon fixation in photosynthetic organisms’, ‘Purine metabolism’, ‘Photosynthesis’ and ‘Starch and sucrose metabolism’, etc (Fig. 3d), suggesting that these metabolic pathways may associate with development and the synthesis of medicinal ingredients in *Pinellia*.

### DEGs related to starch and sucrose metabolism and purine metabolism

The content of polysaccharides and guanosine, adenosine was higher significantly in T2Plus line than T2 line (Fig. 1d) and ‘Starch and sucrose metabolism’ and ‘Purine metabolism’ were enriched significantly by KEGG enrichment analysis. 

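Table S4 lists 16 unigenes of starch and sucrose metabolism, of which 9 were measured and the other 7 were not analysed here. Of the 9 measured, 2 were up-regulated, 4 were down-regulated, 1 did not pass the test and 2 were expressed too weakly to be tested. Those up-regulated numbered 3 with the samples rescaled to a sum of 1000000, with the factors of the authors' scaling divided out, and at the adjusted p alone. The largest fall was in TRINITY_DN5539_c0_g1, with 254 ± 12.9 FPKM in T2 line and 8.18 ± 1.71 FPKM in T2Plus line (SD, n = 3). This is a log2 fold change of -4.81 (standard error 0.15, adjusted p = 9.25e-05 from limma). The study called the listed unigenes on these samples, so the tally is not independent evidence of a direction.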

In ‘Starch and sucrose metabolism’ pathway, the expression level of genes TRINITY_DN19188_c0_g1 (trehalose 6-phosphate phosphatase, otsB), TRINITY_DN408_c0_g1 (glucan endo-1,3-beta-glucosidase 1/2/3, GN1_2_3), TRINITY_DN7111_c0_g1 (trehalose 6-phosphate synthase/phosphatase, TPS) and TRINITY_DN7933_c1_g1 (endoglucanase) in T2Plus line were higher significantly than T2 line (Fig. 4: top). The expression levels of these four DEGs were consistent with the trends of polysaccharides content, indicating that these four DEGs might play important role in promoting biosynthesis of polysaccharides. 

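Of the 4 unigenes, 2 had values in the table analysed and both were up-regulated in T2Plus line. TRINITY_DN7111_c0_g1 (TPS), which makes trehalose 6-phosphate, a signal of sucrose supply, had 16.0 ± 4.76 FPKM in T2 line and 69.7 ± 4.90 FPKM in T2Plus line (SD, n = 3). Its log2 fold change was 2.09 (standard error 0.22, adjusted p = 0.00238 from limma). TRINITY_DN408_c0_g1 (GN1_2_3), which cleaves beta-1,3-glucans, had 9.92 ± 2.08 FPKM in T2 line and 26.1 ± 1.85 FPKM in T2Plus line. This is a log2 fold change of 1.33 (standard error 0.19, adjusted p = 0.00575 from limma). TRINITY_DN19188_c0_g1 (otsB) and TRINITY_DN7933_c1_g1 (endoglucanase) were not analysed here. The unigenes were chosen by the study on these samples and are not independent evidence of the direction. From their higher expression beside the higher content of polysaccharides, the paper proposes that they might help to promote polysaccharide biosynthesis.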

In ‘Purine metabolism’ pathway, compared with T2 line, the expression of genes TRINITY_DN18222_c0_g1/TRINITY_DN6388_c0_g1 (ribonucleoside-diphosphate reductase subunit M1/2, RRM1/2), TRINITY_DN3492_c1_g2 (guanylate kinase, gmk), TRINITY_DN5231_c1_g2 (adenine phosphoribosyltransferase, APRT) and TRINITY_DN972_c0_g1 (pyruvate kinase, PK) was increased significantly (Fig. 4: bottom). 

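Of the 5 unigenes, 2 had values in the table analysed and both were up-regulated. TRINITY_DN6388_c0_g1 (RRM2), a subunit of the enzyme that makes deoxyribonucleotides, had 9.95 ± 2.21 FPKM in T2 line and 30.5 ± 0.928 FPKM in T2Plus line (SD, n = 3). Its log2 fold change was 1.55 (standard error 0.18, adjusted p = 0.00338 from limma). TRINITY_DN5231_c1_g2 (APRT), which returns free adenine to AMP, had 14.3 ± 1.54 FPKM in T2 line and 33.3 ± 2.66 FPKM in T2Plus line. For APRT the log2 fold change was 1.17 (standard error 0.14, adjusted p = 0.00356 from limma). TRINITY_DN18222_c0_g1 (RRM1), TRINITY_DN3492_c1_g2 (gmk) and TRINITY_DN972_c0_g1 (PK) were not analysed here. Table S4 lists 19 unigenes for the pathway, of which 11 were measured. Besides the 2 named ones, TRINITY_DN5782_c0_g1 was up-regulated (adjusted p from limma 0.0517 without replicate 1 and 0.0633 without replicate 2 of T2Plus line), while 7 were down-regulated and 1 did not pass the test. The largest fall was in TRINITY_DN4443_c0_g1, with 13.5 ± 1.22 FPKM in T2 line and 0.909 ± 0.276 FPKM in T2Plus line. The list was chosen by the study on these samples and is not independent evidence of a direction.

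**Figure D1:**
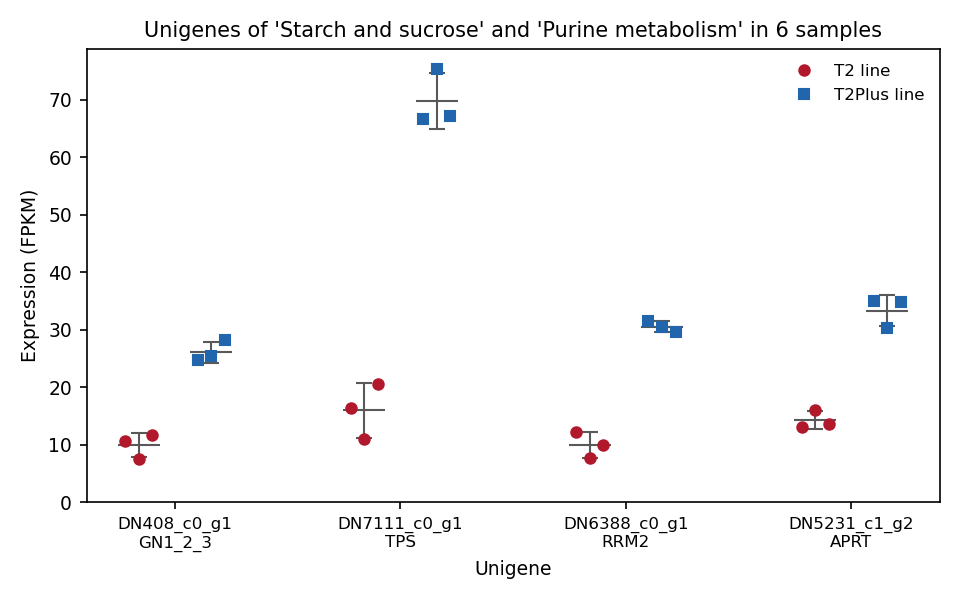
FPKM (y axis) of the measured unigenes that the paper names for starch and sucrose metabolism (GN1_2_3 and TPS) and purine metabolism (RRM2 and APRT). Points are the 3 samples of each line, the wide dash is the mean and the bars are the SD. Every T2Plus sample lies above every T2 sample of the same unigene. Chance gives 10% of unigenes a separation in one direction or the other, and these unigenes were chosen by the study on these samples.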

The result suggested that these five genes may play an important role in the bio-synthesis of guanosine and adenosine.

**Figure 4:**
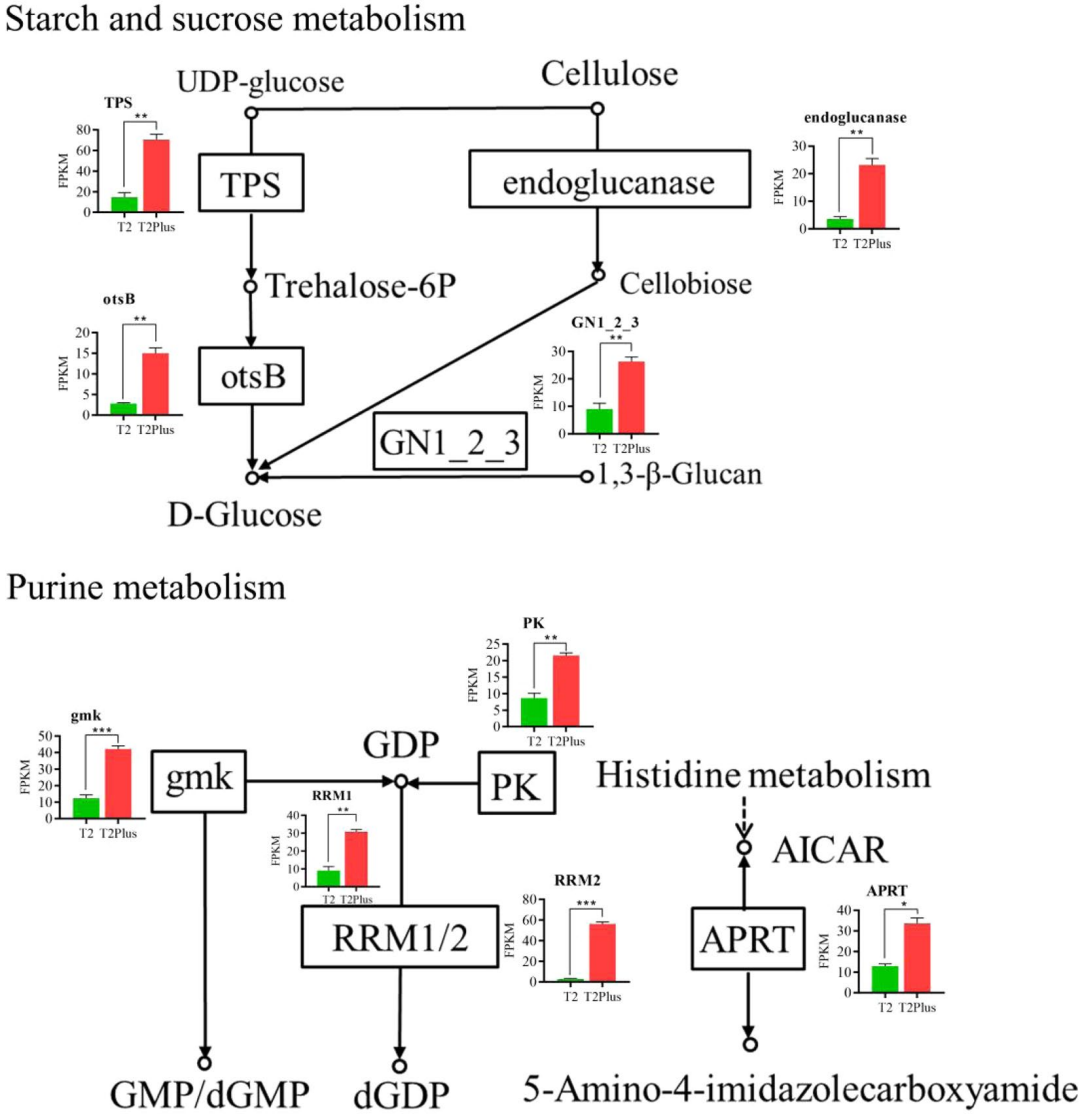
Expression profiles of DEGs related to ‘Starch and sucrose metabolism’ (top) and ‘Purine metabolism sugar metabolism’ (bottom) in T2 line and T2Plus line. All data shown reflect the average mean of three biological replicates (n = 3). Means with different letters in each treatment represent a significant difference of *P* ≤ 0.05. *p-value ≤ 0.05, **p-value ≤ 0.01, ***p-value ≤ 0.001.

### Photosynthetic efficiency analysis

Photosynthesis is closely related to plant growth and development. The chlorophyll catabolic process and photosynthetic electron transport chain were enriched significantly in GO term enrichment analysis (Fig. 3c). In addition, a total of six DEGs associated with ‘Photosynthesis’ in KEGG pathway enrichment analysis were down regulated in T2Plus line (Fig. 5a,b). 

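All 5 measured unigenes of the chlorophyll catabolic process were down-regulated in T2Plus line, of 9 in Table S4. Chlorophyll catabolism breaks chlorophyll down, as in ageing leaves. The median log2 fold change of these unigenes was -1.21. TRINITY_DN10415_c0_g1 fell the most, with 37.5 ± 4.84 FPKM in T2 line and 9.16 ± 2.34 FPKM in T2Plus line (SD, n = 3; log2 fold change -1.94, standard error 0.22, adjusted p = 0.00293 from limma). The unigenes were listed because the study called them on these samples, so the shared direction is not independent evidence.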

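Of the 6 unigenes, 5 were down-regulated in T2Plus line. TRINITY_DN3868_c0_g1 fell the most, with 395 ± 111 FPKM in T2 line and 71.6 ± 7.35 FPKM in T2Plus line (SD, n = 3; log2 fold change -2.41, standard error 0.21, adjusted p = 0.00123 from limma). The most strongly expressed were TRINITY_DN26852_c0_g2, with 684 ± 65.4 FPKM in T2 line and 289.9 ± 30.9 FPKM in T2Plus line, and TRINITY_DN841_c0_g1, with 679.9 ± 124 FPKM in T2 line and 277 ± 31.3 FPKM in T2Plus line (log2 fold changes -1.24 and -1.28). TRINITY_DN5436_c0_g1 had 34.0 ± 6.37 FPKM in T2 line and 11.6 ± 2.59 FPKM in T2Plus line, and TRINITY_DN870_c1_g1 40.2 ± 5.84 FPKM in T2 line and 19.6 ± 4.54 FPKM in T2Plus line. Both also stand in the list of the photosynthetic electron transport chain. TRINITY_DN2363_c0_g1 had 0.532 ± 0.124 FPKM in T2 line and 2.05 ± 0.562 FPKM in T2Plus line and did not pass the test (log2 fold change 0.98, adjusted p = 0.0899 from limma), and the isoforms measured for it made up 11% of its value in Table S3. The study chose the list on these samples, so it is not independent evidence of the direction. With quantile normalization 2 unigenes passed, TRINITY_DN3868_c0_g1 and TRINITY_DN5436_c0_g1, and the log2 fold changes of TRINITY_DN26852_c0_g2 and TRINITY_DN841_c0_g1 were -0.82 and -0.88. TRINITY_DN870_c1_g1 missed the 2-fold change without replicate 2 of T2 line (log2 fold change -0.90) and without replicate 2 of T2Plus line (-0.82), and its adjusted p from limma was 0.0620 without replicate 3 of T2 line and 0.0604 without replicate 1 of T2Plus line. Its log2 fold change was -0.90 with the samples rescaled to a sum of 1000000 and -0.86 with the factors of the authors' scaling divided out.

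**Figure D2:**
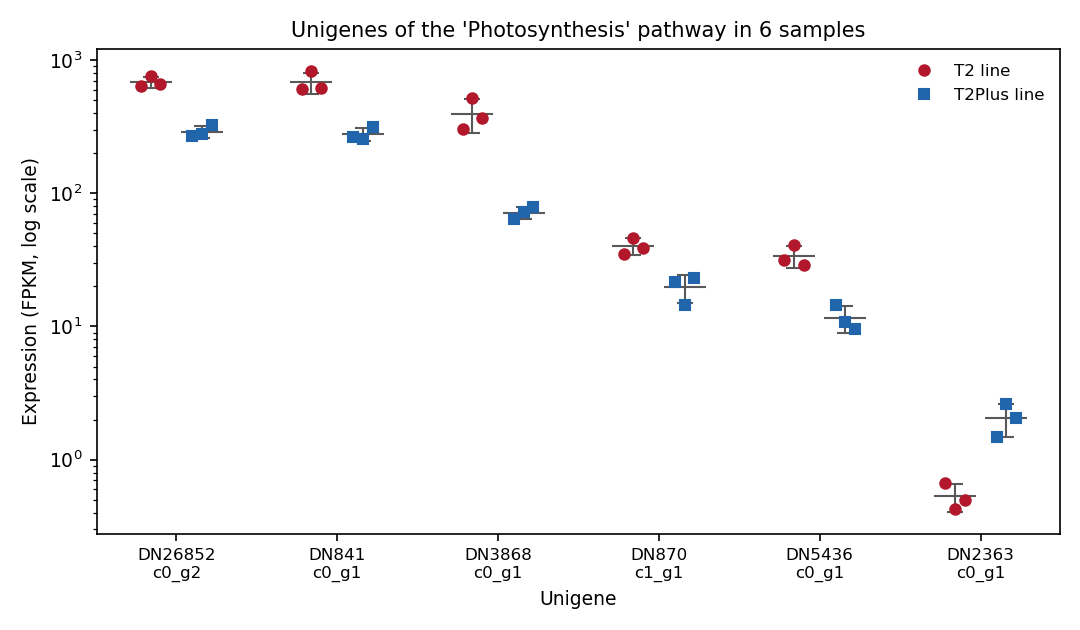
FPKM (y axis, log scale) of the 6 unigenes of the photosynthesis pathway. Points are the 3 samples of each line, the wide dash is the mean and the bars are the SD. In 5 unigenes every T2Plus sample lies below every T2 sample, and in TRINITY_DN2363_c0_g1 every T2Plus sample lies above (chance gives 10% of unigenes such a separation).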

The results indicate that photosynthetic efficiency in T2Plus line were lower than that in T2 line.

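The 6 unigenes together held 0.313% of the summed FPKM in T2 line and 0.126% in T2Plus line. Table S1 names further chloroplast proteins, grouped by name before the data were examined. Of 26 tested, 4 were down-regulated in T2Plus line, 0 were up-regulated and 22 did not pass the test from limma (4 down-regulated when adjusted over the list alone). At an unadjusted p under 0.05 from limma, 9 were lower and 1 was higher. Of all 28536 unigenes tested, 8499 reached such a p. The median log2 fold change of these chloroplast proteins was -0.18.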

**Figure 5:**
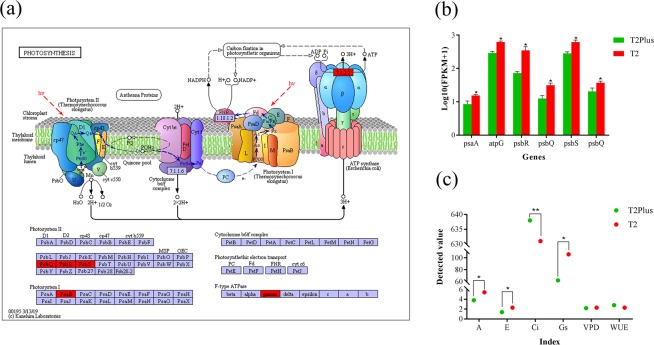
Photosynthetic efficiency analysis. (**a**) Six up-regulated DEGs in T2Plus of photosynthesis (red frame). (**a**) was obtained by mapping the DEGs into KEGG database (www.kegg.jp/kegg/kegg1.html) using the pathway mapping tool (https://www.genome.jp/kegg/tool/map_pathway2.html)^66^. (**b**) The expression levels of six up-regulated DEGs. (**c**) Parameters of the photosynthetic efficiency are measured. A: umol▪m^−2^▪s^−1^, E: mmol▪m^−2^▪s^−1^, Ci: ppm, Gs: mmol▪m^−2^▪s^−1^, VPD: mb, WUE: %. *p-value ≤ 0.05, **p-value ≤ 0.01. (**b**,**c**) were drawn by using the Origin 8.0 (Origin lab corporation, Wellesley Hills, Wellesley, MA, USA). The entire Fig. 5 was obtained by integrating the single (**a**–**c**) into a big figure using Adobe Illustrator CS6 software.

In order to confirm this hypothesis, an analysis of photosynthetic efficiency was performed. A useful measure index of the photosynthetic efficiency of plants is ‘net assimilation rate’ (A), which is the rate of increase of dry weight per unit of leaf area^23^. The transpiration rate (E) related to photosynthesis reflects the ability of plants to absorb and transport, which was regulated by stomata size. Carbon dioxide (CO_2_) and water vapor are essential substances for photosynthesis, and the rate at which they enter stomata is measured by ‘Stomatal conductance’ (Gs)^24^. The ‘Concentration of CO_2_ intercellular’ (Ci) value was maintained at a relatively stable level through both Gs and the efficiency of the mesophyll cell to utilize the substrate CO_2_ and a lower ‘Ci’ value was indicated the better photosynthetic efficiency^25^. In high ‘Vapor Pressure Deficit’ (VPD) environment, reduction of ‘E’ would increase ‘Water Use Efficiency’ (WUE)^26^. Therefore, these six parameters (‘A’, ‘E’, ‘Gs’, ‘Ci’, ‘VPD’ and ‘WUE’) were measured. Compared with T2 line, the values of ‘A’, ‘E’ and ‘Gs’ were lower and ‘Ci’ was significantly higher in T2Plus line than that in T2line, (Fig. 5b; Table 2), suggesting that the photosynthetic efficiency of the T2Plus line is significantly lower than that of the T2 line.

**Table 2:** Photosynthetic efficiency analysis.

Line	A/umol▪m^−2^▪s^−1^	E/mmol▪m^−2^▪s^−1^	Ci/ppm	Gs/mmol▪m^−2^▪s^−1^	VPD/mb	WUE /%
T2Plus	3.8	1.4	638	62	2.2	2.8
T2	5.4	2.3	631	106	2.3	2.3

### Identification of DEGs associated with transcription factors

Transcription factors (TFs), as an essential parts of the organism, regulate almost each aspect of the organism’s life metabolism^27^. A total of 539 potential TFs were detected in the transcriptomes of *Pinellia* using Plant Transcription Factor Database (http://planttfdb.cbi.pku.edu.cn/prediction.php). To better understand the molecular mechanism of differences in transcriptome and characteristics between T2Plus line and T2 line, the differential expression of TFs were measured and a total of 49 genes (up: 21, down: 28) encoding TFs (including 22 TF families) with significant differences were obtained (Fig. 6). 

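In T2Plus line an ERF unigene, TRINITY_DN21800_c0_g1, was up-regulated, with 3.20 ± 0.251 FPKM in T2 line and 16.1 ± 0.885 FPKM in T2Plus line (SD, n = 3). ERF proteins act in ethylene and stress responses. Its log2 fold change was 2.03 (standard error 0.19, adjusted p = 0.00177 from limma). Another ERF unigene, TRINITY_DN98068_c0_g1, was listed at 0 in every T2 sample and at 2.60, 2.56 and 4.35 FPKM in the T2Plus samples (adjusted p = 0.00768 from limma). A bHLH unigene, TRINITY_DN3051_c0_g1, was listed at 0 in every T2 sample and at 5.29, 2.10 and 11.1 FPKM in the T2Plus samples (adjusted p = 0.0204 from limma). These are 3 of 8 ERF, bHLH and HD-ZIP unigenes called by the study, and the other 5, among them all HD-ZIP unigenes, were not analysed here. The study chose them on these samples, so they are not independent evidence of the direction. With no filter on low values the adjusted p of TRINITY_DN98068_c0_g1 was 0.0708 and that of TRINITY_DN3051_c0_g1 0.0663. For TRINITY_DN3051_c0_g1 it was also 0.0514 to 0.0633 without any single sample of T2 line and 0.0738 without replicate 1 of T2Plus line.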

The significantly up-regulated TFs included three genes encoding ERF (TRINITY_DN21800_c0_g1, TRINITY_DN86071_c0_g1, TRINITY_DN98068_c0_g1), two genes encoding basic-helix-1oop-helix (bHLH) (TRINITY_DN3051_c0_g1, TRINITY_DN701_c1_g1), three genes encoding HD-ZIP (TRINITY_DN31663_c2_g1, TRINITY_DN439_c0_g2, TRINITY_DN4552_c2_g1). In addition, bHLH (TRINITY_DN1351_c1_g1, TRINITY_DN1628_c0_g1), ERF (TRINITY_DN11471_c0_g2, TRINITY_DN151_c1_g1, TRINITY_DN594_c1_g1), MYB (TRINITY_DN2319_c0_g1, TRINITY_DN2319_c0_g2, TRINITY_DN567_c0_g2), MYB related (TRINITY_DN14570_c0_g2, TRINITY_DN3364_c2_g1), WRKY (TRINITY_DN12750_c0_g2, TRINITY_DN3466_c0_g1, TRINITY_DN4327_c3_g1, TRINITY_DN45076_c0_g1, TRINITY_DN6277_c0_g1, TRINITY_DN6636_c0_g1) were belonging to down regulated TFs. These TFs might play significant roles in differences of transcriptome and characteristics between T2Plus line and T2 line. 

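Of these 16 unigenes, 13 had values in the table analysed, 12 were down-regulated and 1 did not pass the test. WRKY proteins act mainly in defence and stress responses, and 5 of the 6 WRKY unigenes were down-regulated. TRINITY_DN12750_c0_g2 had 14.8 ± 2.42 FPKM in T2 line and 0.574 ± 0.197 FPKM in T2Plus line (SD, n = 3; log2 fold change -3.33, standard error 0.29, adjusted p = 0.00137 from limma), and TRINITY_DN6277_c0_g1 12.3 ± 2.82 FPKM in T2 line and 1.05 ± 0.237 FPKM in T2Plus line. TRINITY_DN45076_c0_g1 had 4.26 ± 0.471 FPKM in T2 line and 0.115 ± 0.199 FPKM in T2Plus line, and TRINITY_DN3466_c0_g1 9.03 ± 1.30 FPKM in T2 line and 2.44 ± 0.560 FPKM in T2Plus line. TRINITY_DN6636_c0_g1 had 18.8 ± 3.91 FPKM in T2 line and 3.29 ± 2.72 FPKM in T2Plus line (adjusted p from limma 0.0143, and 0.0597 without replicate 1 and 0.0555 without replicate 2 of T2Plus line). TRINITY_DN4327_c3_g1 had 6.82 ± 4.45 FPKM in T2 line and 3.61 ± 0.784 FPKM in T2Plus line and did not pass the test (adjusted p = 0.459 from limma), and its measured isoforms made up 33.4% of its value in Table S3. All 3 ERF unigenes were down-regulated, from TRINITY_DN11471_c0_g2, with 20.2 ± 4.28 FPKM in T2 line and 4.01 ± 1.28 FPKM in T2Plus line, to TRINITY_DN594_c1_g1, with 22.7 ± 4.25 FPKM in T2 line and 9.79 ± 0.470 FPKM in T2Plus line. TRINITY_DN151_c1_g1 had 98.9 ± 19.1 FPKM in T2 line and 33.2 ± 1.43 FPKM in T2Plus line. The bHLH unigene TRINITY_DN1628_c0_g1 had 98.8 ± 11.8 FPKM in T2 line and 41.0 ± 3.20 FPKM in T2Plus line, and the MYB related unigene TRINITY_DN14570_c0_g2 33.0 ± 5.23 FPKM in T2 line and 12.2 ± 2.11 FPKM in T2Plus line. The MYB unigenes TRINITY_DN2319_c0_g1 and TRINITY_DN2319_c0_g2 had log2 fold changes of -1.14 and -1.09. The other 3 unigenes were not analysed here, and the list, chosen by the study on these samples, is not independent evidence of the direction. Log2 fold changes close to -1 moved across the threshold: that of TRINITY_DN594_c1_g1 was -1.12, and -0.98 without replicate 2 of T2 line, and that of TRINITY_DN2319_c0_g2 was -0.98 with the samples rescaled to a sum of 1000000 and -0.99 with quantile normalization. With the factors of the authors' scaling divided out 9 unigenes were down-regulated, since TRINITY_DN594_c1_g1 was at -0.97, TRINITY_DN2319_c0_g1 at -0.99 and TRINITY_DN2319_c0_g2 at -0.94.

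**Figure D3:**
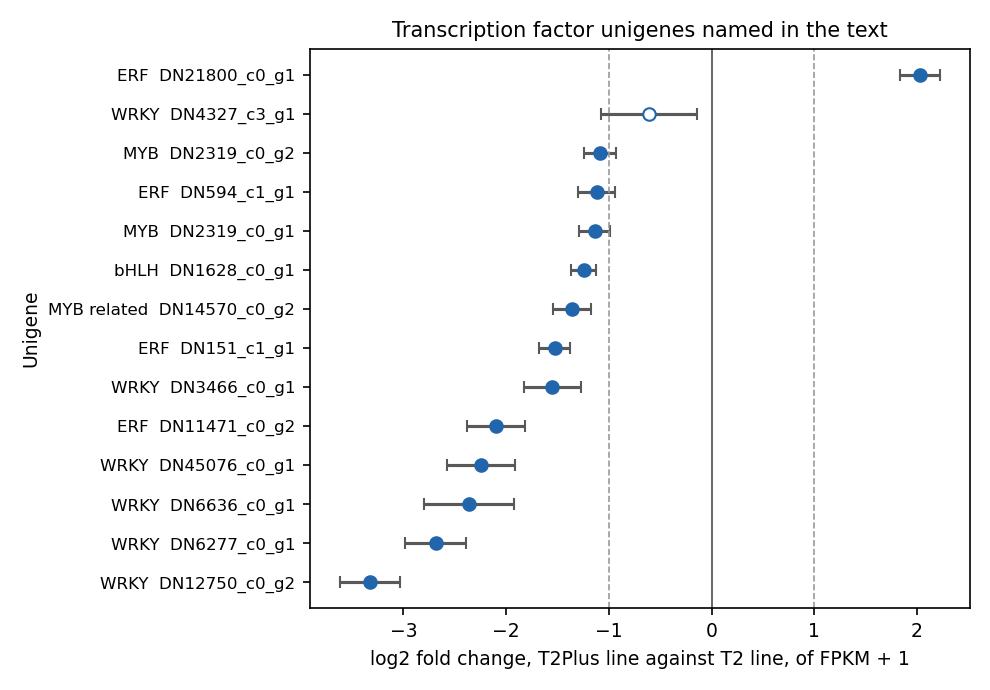
Log2 fold change of FPKM + 1 (x axis, T2Plus line against T2 line) for the 14 named transcription factor unigenes with values above 0 in both lines. Points are the estimates from limma on 3 samples of each line, bars are standard errors, the open point did not pass the test and dashed lines mark a fold change of 2. WRKY unigenes hold the 4 largest falls, from -2.25 to -3.33.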

The basic information for researching the role of TFs in the promoting effect of biosynthesis of medicinal ingredients in *Pinellia* was provided by these findings.

**Figure 6:**
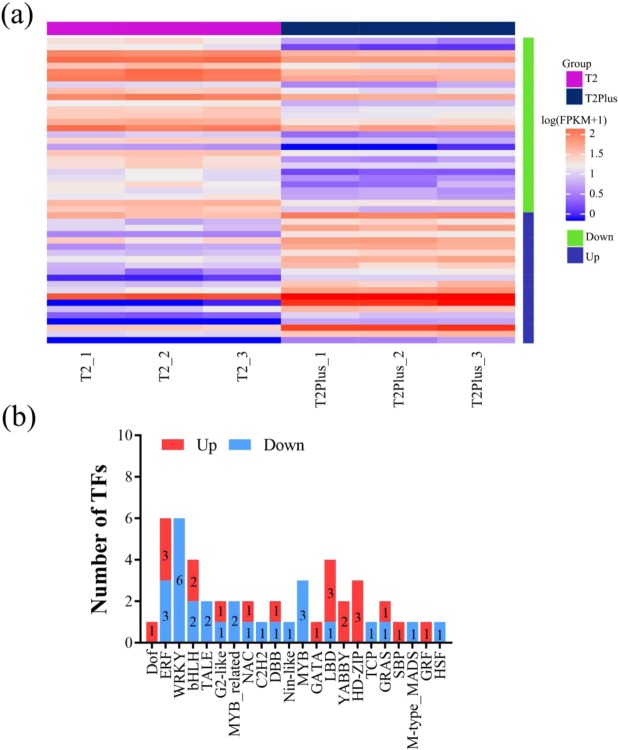
Identification and expression profile of differential expression TFs. (**a**) Expression profiles of differentially expressed TFs between T2 line and T2Plus line. (**b**) Distribution of differentially expressed TF families in T2Plus line. Red represents up-regulation of differential expression TFs. Blue represents down-regulation of differential expression TFs.

## Discussion

*Pinellia*, as a traditional Chinese medicine, has a variety of pharmacological activities and a wide range of clinical applications. Due to the fact that the yield and quality of the *Pinellia* in different regions are different, the superior individual T2 line was obtained by screening cultivar from different regions. Next, we used tissue culture technology to detoxify T2 line, which increased the yield and quality of *Pinellia*. The chromosome-doubling technique, with colchicine-induced T2 suspension culture cells, was performed to generate polyploid *Pinellia* (sixteen ploid) T2Plus line (2n = 16 * 13 = 208) from octoploid T2 line (2n = 8 * 13 = 104). In T2Pus line, the phenotypes were significantly better, the length of the petiole was shorter, the diameter of the petiole was larger, the proliferation coefficient was lower and there was less biomass accumulation than with the T2 line. In addition, compared with T2 line, the contents of various medicinal components in the T2Plus line were increased, including polysaccharides, guanosine, adenosine, and ephedrine, which increased by 18.69%, 72.88%, 82.01% and 15.86%, respectively. These results suggested that doubling the chromosome of the Pinellia T2 line can noticeably increase its medicinal value.

The molecular mechanisms underlying the bio-synthesis of medicinal ingredients are poorly understood in *Pinellia*. The doubling chromosome of the T2 line inevitably leads to differences in the transcriptome. To investigate the relationship between the differential transcriptome and the bio-synthesis of medicinal components, we performed RNA-seq experiments using total RNA isolated from these two lines. A total of 1,656 up-regulated DEGs and 1,583 down-regulated DEGs (FDR ≤ 0.05, |log2FC | ≥ 1) were subjected to GO terms and KEGG pathways enrichment analysis.

In GO terms enrichment analysis, the DEGs in T2Plus line were predominantly involved in the cell-related terms, such as cell cycle, cell wall organization or bio-synthesis, cell division and mitotic cell cycle, which plays an important role in plant proliferation, growth and development. The phenomenon that the phenotype of T2Plus line were better than those of T2 line, indicating the cause due to the genes associated with these cell-related terms.

In KEGG pathways enrichment analysis of DEGs, a total of 18 metabolic pathways were significantly enriched (*P* ≤ 0.05). In these pathways, ‘Cysteine and methionine metabolism’, ‘Glyoxylate and dicarboxylate metabolism’, ‘Alanine, aspartate and glutamate metabolism’ belong to the basic metabolic pathway, which can provide precursors for the development and the synthesis of medicinal ingredients in *Pinellia*. 

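Of 15 unigenes that Table S4 lists for glyoxylate and dicarboxylate metabolism, 11 were measured, of which 2 were up-regulated, 6 were down-regulated and 3 did not pass the test. TRINITY_DN11139_c1_g1 rose the most, with 1.86 ± 0.462 FPKM in T2 line and 12.5 ± 0.851 FPKM in T2Plus line (SD, n = 3), and TRINITY_DN1907_c1_g1 fell the most, with 130.3 ± 16.3 FPKM in T2 line and 37.3 ± 3.66 FPKM in T2Plus line. The isoforms measured for TRINITY_DN1907_c1_g1 made up 85.6% of its value in Table S3. Of cysteine and methionine metabolism 6 of 17 unigenes were measured, 2 up-regulated, 3 down-regulated, and 1 did not pass the test. TRINITY_DN16038_c0_g1 of this list had 0.219 ± 0.0458 FPKM in T2 line and 37.2 ± 2.55 FPKM in T2Plus line, and TRINITY_DN5836_c0_g1 214 ± 37.2 FPKM in T2 line and 13.4 ± 2.62 FPKM in T2Plus line (log2 fold changes 4.97 and -3.90, adjusted p = 1.65e-04 and 1.89e-04 from limma). Of alanine, aspartate and glutamate metabolism 5 of 10 unigenes were tested and 4 were down-regulated, led by TRINITY_DN10893_c0_g1 with 33.0 ± 3.21 FPKM in T2 line and 6.82 ± 0.742 FPKM in T2Plus line. All 3 lists were drawn by the study from these samples and are not independent evidence of a direction.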

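All 4 measured unigenes of ascorbate and aldarate metabolism were up-regulated in T2Plus line. The largest rise was in TRINITY_DN2134_c3_g2, with 17.3 ± 2.75 FPKM in T2 line and 76.1 ± 6.88 FPKM in T2Plus line (SD, n = 3). This is a log2 fold change of 2.08 (standard error 0.15, adjusted p = 7.45e-04 from limma). The median log2 fold change of the measured unigenes was 1.26. The other 5 unigenes that Table S4 lists for the pathway were not analysed here, and the list, which the study made from these samples, is not independent evidence of the direction.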

There were 9 DEGs involved in ‘Ascorbate and aldarate metabolism’. Ascorbate is an antioxidant substance widely present in plant tissues and acts on plant cell resistance to oxidative stress, cell division and elongation^28^. Ascorbate is functioned an important role in plant metabolism and stress tolerance^29^. Interestingly, GO terms, photosynthesis, chlorophyll catabolic process and photosynthetic electron transport chain were associated with DEGs and the expression level of six DEGs related to ‘Photosynthesis’ pathway was significantly lower in T2Plus line than that in T2 line. In addition, compared with T2 line, photosynthetic efficiency was declined significantly in T2Plus line, suggesting that chromosome doubling reduces photosynthetic efficiency in T2Plus line.

In a cell or organism, many of the biological processes are influenced or controlled by the expression levels of genes regulated by transcription factors (TFs)^30^. In the present study, 539 potential TFs (21 up-regulated TFs and 28 down-regulated TFs) were detected in all of the transcriptome data. Among these TF families, MYB, bHLH, WRKY, LBD, HD-ZIP and ERF, accounted for a relatively large proportion, suggesting that these six TFs may play an important role in the transcriptome differences between T2 line and T2Plus line. MYB transcription factor family as one of the most abundant and diverse TF families in plant is widely involved in the regulation of different life processes, including cell cycle control^31,32^, secondary metabolism^33,34^, stress response^35–37^, etc. In current studies, bHLH transcription factors are involved in the regulation of various signal transduction and bio-synthesis and metabolism pathways, such as light signal transduction, hormone synthesis^38,39^, glandular hairs and root hair development and stress response^40,41^. WRKY transcription factors can regulate multiple biological processes by various networks regulation in plant^42^. For example, OsWRKY62 functions is both a negative regulator of innate immunity and a critical mediator of defense responses in *Oryza sativa* L^43^. Brassinosteroids (BRs) not only promotes the growth but also implicated in plant responses to drought stress. BR-mediated gene expression was promoted and drought responsive genes were inhibited by WRKY transcription factor families (WRKY46, WRKY54, and WRKY70) in *Arabidopsis thaliana*^44^. LBD transcription factor (lateral organ boundaries domain), a specific transcription factor^45^, play a key role in multiple processes of plant growth, development and metabolism in *Oryza sativa* L^46^, *Arabidopsis thaliana*^47,48^, *Vitis vinifera*^49^, *Citrus*^10^, *Sugar beet*^50,51^. HD-Zip transcription factor is composed of homeodomain (HD) and leucine zipper (LZ) and plays an important role in multiple aspects in *Arabidopsis thaliana*, such as development of leaf^52^, response to abiotic stress^53^ and regulation of seed development^54^. As a transcription factor widely present in animals and plants, ERF (Ethylene-responsive factor) has the following functions: regulation of plant growth and development^55^, participation in abiotic stress response^56–58^, and participation in biotic stress response^59,60^. These results suggest that these transcription factors may play an important role in the observed differences of phenotype and medicinal ingredients between T2 line and T2Plus line, and may increase the ability of resistance to biotic and abiotic stresses in T2Plus line.

## Materials and Methods

### Assessment of morphological characteristics

The plant materials used in this study were selected and used to breed a single plant with excellent and even quality, including octoploid *P. ternata* no.2 (T2 line) of peach leaves, from Heze Shandong province, China, and a new sixteen ploid *P. ternata* (T2Plus line) was obtained by artificial chromosome doubling using colchicine.

For analyzing phenotypic differences between T2 line and T2Plus line, the growth situation of plantlets growing in the field were recorded during a three-month period. The lengths and widths of leaves, petiole and plant height of 30 plantlets were measured. The fresh weights and dry weights and biomass of 6 plantlets were measured, and the length/width ratios and proliferation coefficients and dry matter rates were determined.

### Determination of medicinal ingredients

To investigate whether there are differences in the medicinal components of *P. ternata* in these two lines, the contents of proteins, polysaccharides, alkaloids and nucleosides in tubers of *P. ternata* were determined. The content of polysaccharide was measured by the optimized phenolic phenol method, protein content was obtained by ultraviolet spectrophotometry, and guanosine, adenosine and ephedrine in *P. ternata* were measured by high performance liquid chromatography (HPLC).

### Generation of *P. ternata* without contamination viruses or bacteria

Firstly, *P. ternata* was collected from outdoor and the petioles of *P. ternata* cleaned with tap water for 30 min. Then, the petioles of *P. ternata* were put into ultra-clean worktable and sterilized for 30 min by ultraviolet. These were immersed in 75% (v/v) ethanol for 30 s and a 0.1% mercury chloride for 5 to 10 min by means of intermittent agitation. Finally, the both ends of petioles were removed and the remaining petioles cut into 1 to 1.5 cm. The experiment bottles were filled up with 50 mL of autoclaved solid basal MS medium supplemented with 0.05 mg/L of NAA (α-Naphthaleneacetic acid) and 1.0 mg/L of 6BA (6benzyladenine) and 30 g/L sucrose and 6.0 g/L agar (Shanghai Yuhan Bio-tech Co. Ltd, China) at the pH of 5.8–6.2. Thereby, the aseptic tissue culture seedlings of *P. ternata* could be obtained.

### Photosynthetic efficiency

To investigate the effect of plant polyploidy on photosynthesis, a photosynthetic assay was determined with a portable photosynthetic analyzer (Ciras-3) with setting of the appropriate parameters. Leaves of the T2 line and T2 Plus line of *P. ternata* cultured at the same conditions were collected. The photosynthetic parameters were measured by placing the leaves on the Ciras-3 photosynthetic analyzer, and the experimental data read and recorded. The determination time was 9:30 a.m. on April 4, 2019. The measured parameters were as follows: (A), (E), (Gs), (Ci), (VPD), (WUE). Net Assimilation Rate (A, umol▪m^−2^▪s^−1^), Transpiration Rate (E, mmol▪m^−2^▪s^−1^), Internal CO_2_ (Ci, ppm), Stomatal Conductance (Gs, mmol▪m^−2^▪^−1^), Vapour Pressure Deficit (VPD, mb), Water Use Efficiency (WUE, %).

### RNA isolation, library construction, and sequencing

For RNA analysis, the tissue samples were collected from cluster plantlets of *P. ternata*. These two groups included the T2 line and T2Plus line, with three biological replicates, and T2 line was the control group. At 30 days after planting, seedlings are collected and frozen in liquid nitrogen for more than 3 min immediately and stored at −80 °C until use. Five seedlings collected from each group were mixed and thoroughly ground to powder with liquid nitrogen, and approximately 50 mg per pooled sample was prepared to use. Total RNA was isolated from each replicated sample according to the instructions of OmniPlant RNA Kit (CWBIO, Beijing, China). Purified RNA samples were quantified and qualified by the Nanodrop 2000 c Spectrophotometer (Thermo Fisher Scientific, USA) and agarose gel electrophoresis analyses, respectively. For each sample, an approximately 2 μg total RNA was used for the quality evaluation. Quantified using Qubit 2.0 Q32866 (Life Technologies, USA) was used to prepare the cDNA library.

We constructed the cDNA library according to the instructions of NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA); brief steps are described below. Firstly, the mRNA was supplemented through oligo (dT) bind magnetic beads along with split into small parts., These were reserved as an template for the initial strand and subsequent strand cDNA synthesis. Then, the residual overhangs were transformed into the blunt ends through ligase and polymerase. The resulting peices were end revamped by introducing an “A” base to the 3′ ends of the cDNA. And the NEBNext connecters with a hairpin circle assembly were ligated to the fragments. To select suitable cDNA fragments, Agencourt AMPure XP 60 ml Kit (Beckman Coulter, USA) was applied to purify the library fragments. Thereafter, the products were augmented by polymerase chain reaction (PCR) for the preparation of sequence libraries. The 350–450 bp fragments were recovered using QIAquick Gel Extraction Kit (QIAGEN, Germany). It’s crucial of quality testing for the library to ensure that the library meets the requirements of sequencing. The built libraries were then sequenced via an Illumina HiSeqTM2500 platform.

### *De novo* assembly and functional annotation

We removed adaptor sequences, poly-N reads and low quality reads using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and Trimmomatic (V 0.36) software^61^ to obtain clean reads from raw data (containing more than 50% bases with Q ≤ 30). We used Trinity software to perform *de novo* assembly with a k-mer length of 25 and other default parameters^62^. The transcripts were clustered with a TGI clustering tool, and the longest transcripts were defined as unigenes.

We used BLASTX program with E-value of 10^−5^ to search functional annotation in the multiple protein databases, such as Swiss-Prot database^63^, Protein family (Pfam) database^64^, EggNOG database^65^, KEGG database^66^ and GO database^67^.

### mRNA abundance distributions

To obtain the average **F**ragments Per Kilobase of transcript per Million fragments mapped (FPKM), the abundances of all detected mRNAs of all non-zero samples were averaged. The average FPKM was the transformed by log2 and the R function density() with default settings was performed to estimate a kernel density of this log2 FPKM distribution. The R function (plot(), lines() and legend()) was performed to plot distributions of these kernel densities.

### Examination of differentially expressed unigenes

To calculate the abundance of unigenes, the clean reads sequenced from each sample were mapped back to the unigene library. To quantify the level of gene expression, RSEM was used to calculate FPKM of individual sample. Then, the DESeq R software package^66^ was used for comparing differential expression analysis between T2 line and T2Plus line. In multiple tests and analysis, we used FDR to identify the *P*-value threshold. Only genes with FDR ≤ 0.05 and more than two-fold change in expression between samples were considered as DEGs. On the basis of hyper-geometric test, GO enrichment analysis of DEGs was carried out by the topGO R package^68^. In addition, KOBAS software^69^ was applied to test the enriched pathway of DEGs. GO terms and KEGG pathways with corrected *P*-value ≤ 0.05 were recognized as obvious over-expression.

### Identification of transcription factors

Blastx was performed to search all of transcription factors from transcriptome using a plant transcription factor database (PlnTFDB^70^; http://plntfdb.bio.uni-potsdam.de/v3. 0/downloads.php) with a cut-off *E*-value of 1.0 e^−10^ to identify TFs^71^.

The all datas have been uploaded to the GEO database and the accession number was GSE140998.

## Supplementary information

supplementary information.

Dataset S2.

Dataset S3.

Dataset S4.

Dataset S1.

# Supplementary material for: Phenotypic and Transcriptomic Analysis of Two Pinellia ternata Varieties T2 line and T2Plus line
**Source:** Sci Rep. 2020 Mar 12;10:4614. doi: 10.1038/s41598-020-61512-2
**Supplement:** Supplementary file 1 — supplementary information.

Phenotypic and Transcriptomic Analysis of Two *Pinellia ternata* Varieties T2 line and T2Plus line

Jun Lu^{1,3}, Jian Ning Liu², Surendra Sarsaiya³, Gregory Joseph Duns^{1,4}, Jing Han¹, Leilei Jin¹, Jishuang Chen^{1,3,*}

⁴*AirChem Consulting and Research, London Ontario, N5X OE2, Canada*

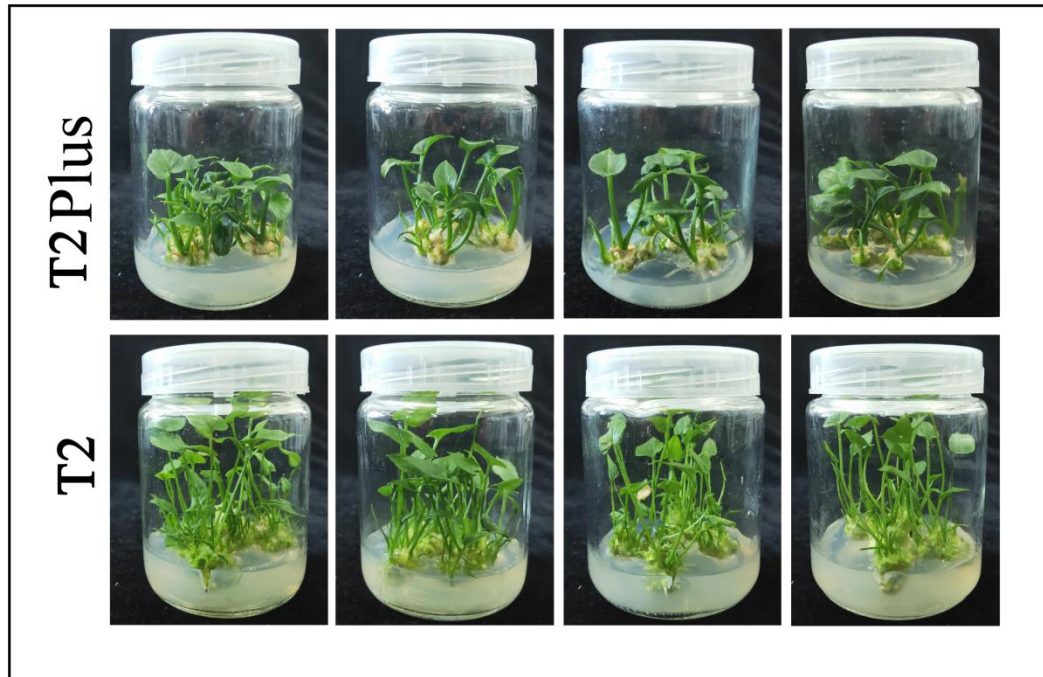

40

41 **Supplementary Figure 1 | The growth state of T2 and T2Plus lines at the leaf proliferative stage.**

42

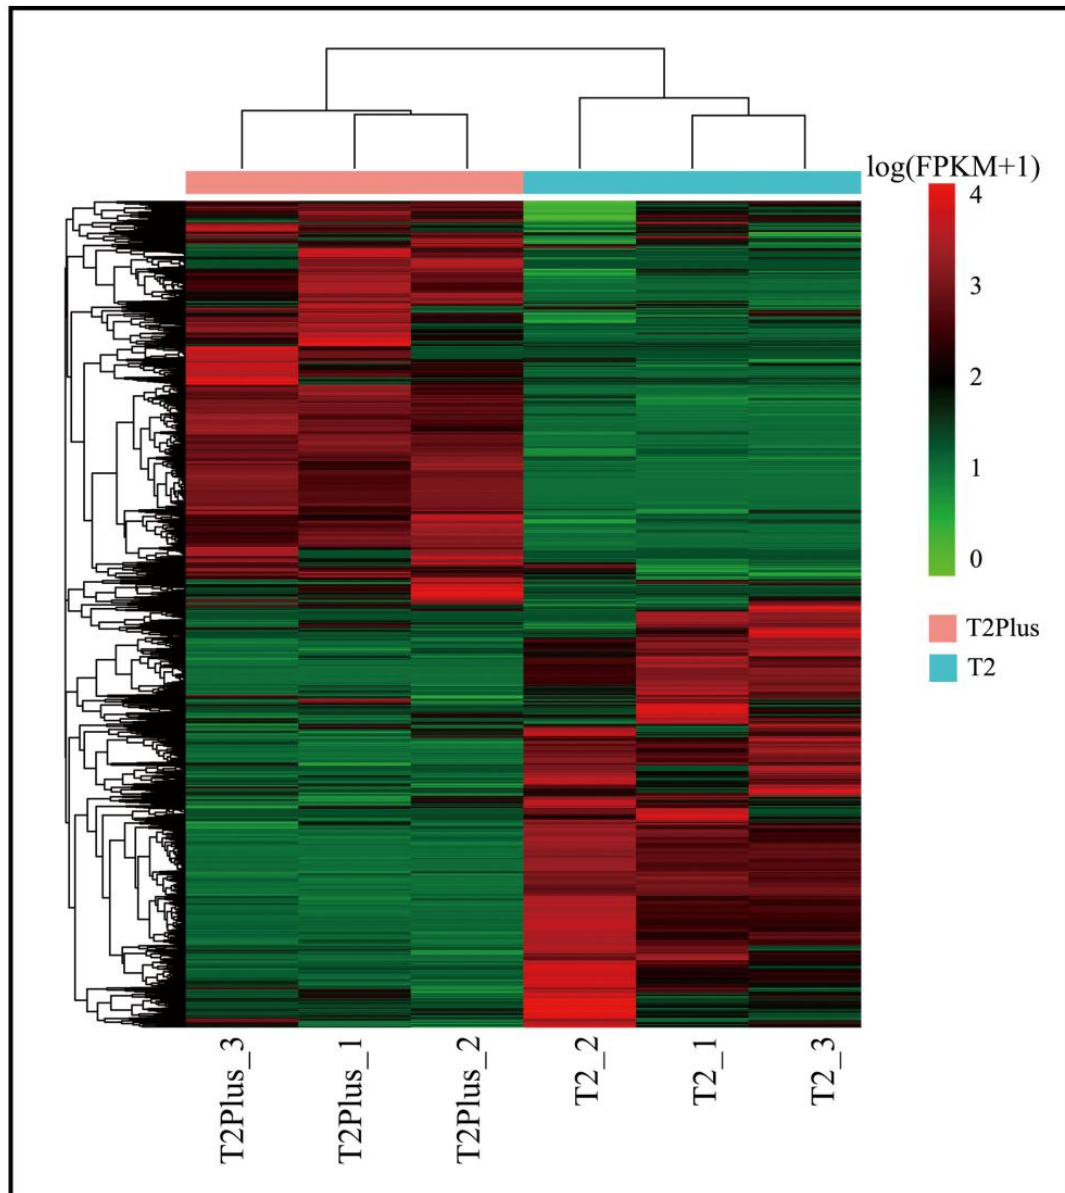

43

44 **Supplementary Figure 2 | Heatmap for expression level of all unigene in T2 line and T2Plus line.**

45 FPKM values increase gradually according to the order of green, black and red.

46

How the deposited data were processed for this re-analysis (not part of the article)

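Transcript abundance was measured by RNA-seq in seedlings of T2 line (8x, 2n = 104) and T2Plus line (16x, 2n = 208) at 30 days, with 3 samples of each line. The authors trimmed the reads with Trimmomatic 0.36 and examined them with FastQC 0.11.5, as the submitters' processing notes name them, and assembled them de novo with Trinity at a k-mer of 25. They mapped the clean reads back to the assembly and deposited, for each transcript isoform and sample, an FPKM value estimated with RSEM and scaled by TMM. Versions of Trinity and RSEM and the aligner are not given in the sources used here. The file does not settle whether the FPKM or the TPM column of RSEM was taken, and the values are called FPKM after the paper. For unigenes in the parts of Tables S2 and S3 at hand, the summed isoform values divided by the table value gave a constant for each sample. It is taken as the authors' TMM scaling but may hold more than that. The authors called differential expression with DESeq, whose input counts were not used here.

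The table analysed holds 65535 isoforms, of which 13866 were at 0 in every sample, and 62591 unigenes, of which 2657 had more than 1 isoform. It is a part of the assembly, so a unigene can lack some of its isoforms. Isoform values were summed per unigene, and unigenes with at least 1 FPKM in at least 3 of the 6 samples were kept. The lines were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend of the variance, and p-values were adjusted by the method of Benjamini and Hochberg over the unigenes kept. Unigenes were called at an adjusted p of at most 0.05 and a fold change of at least 2. Fold changes on this scale understate the change of weakly expressed unigenes. Sample medians and numbers of detected unigenes were compared by exact two-sided permutation tests, whose smallest p with 3 samples against 3 is 0.1. Summaries were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

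Since FPKM values hold no read totals, depth was taken from the value of 1 read, which was compared between samples over unigenes with low values. The constants of the authors' scaling were divided out for this comparison. The clean reads per sample are those of the paper's Table 1. An exact 0 in such values can be a failed estimate, so unigenes at 0 are described as listed at 0, with no fold change. The test was checked on simulated data, drawn for each unigene from its mean over all 6 samples and its spread within the lines. Of 25658 unigenes tested there, 83 of 100 changed by a log2 of 2 and 91 of 100 changed by a log2 of 3 were recovered. There were 17 false calls among the unigenes left unchanged. The changes were placed only in more strongly expressed unigenes, so recovery among weakly expressed ones was not checked. No other difference between the lines was simulated, and no unigenes were set to 0 in a whole line, so these rates need not hold for the real comparison.

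The unigenes named in the text follow a rule set before the data were examined, except those marked as named after their values were seen. They are every unigene that the paper names in its text, every member of the photosynthesis list, the called member with the largest rise and the one with the largest fall of each list of Table S4 that was used, the 10 called unigenes of Table S1 with the largest rise and the 10 with the largest fall among those with a Swiss-Prot name other than transposons, and, of all unigenes with at least 1 FPKM in every sample, the 2 with the largest rise and the 2 with the largest fall. The rule named 97 unigenes, of which 84 were in the table analysed. Values of some of them stand in Tables S2 and S3, which count as seen. The lists were 17 KEGG pathways and 13 GO terms of Table S4, which the study drew from these samples, and 12 groups of Table S1 formed by protein name: transposons, chloroplast proteins, mitochondrial proteins, ribosomal proteins and translation factors, proteasome and ubiquitin, pentatricopeptide repeat proteins, cell division and DNA repair, starch and sugar metabolism and transport, phenylpropanoid and alkaloid metabolism, disease resistance and receptor kinases, heat shock proteins and chaperones, and best matches outside the green plants. No enrichment was tested, since the tables at hand are parts of the paper's.

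The alternatives set before the data were examined were pseudocounts of 0.1 and 0.5, no filter on low values, a mean of at least 5 FPKM, the highest isoform in place of the sum, isoforms tested singly, rescaling of each sample to a sum of 1000000, quantile normalization, limma without the intensity trend, the replicate number as a block, each sample left out in turn, and the adjusted p alone. The limma fits and median differences with a sample left out still used the unigenes kept by the filter on all 6 samples. For the medians, the numbers detected and the correlations, other detection thresholds, means over non-zero samples, other scales and Spearman's rho were also set. Dividing out the constants of the authors' scaling, leaving out unigenes listed at 0 in a whole line, and correlations over every unigene on the FPKM values were added after the data were seen. Count-based tools were not run, because the values are not counts. Measurements of phenotype, medicinal ingredients and gas exchange were not analysed here.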

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

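The tests of missing isoforms, of detection and of assembly clusters, and the count over other splits of the samples, were chosen only after the result was seen. Unigenes listed at 0 in every sample of one line and above 0 in every sample of the other are not described as a group in the paper's text, although it names members of the group, TRINITY_DN98068_c0_g1 and TRINITY_DN3051_c0_g1, among the up-regulated transcription factors. There were 1210 listed at 0 in T2 line and 673 listed at 0 in T2Plus line, while any other split of the samples into 3 and 3 gave at most 322 in one direction. Replicate 2 of T2 line had 28177 unigenes above 0, against 30936 and 30699 in replicates 1 and 3 of T2 line. This can raise the 1210 and lower the 673, and the counts were not redone without that sample, so their inequality is not read as a line difference. The part of Table S1 at hand names only 457 unigenes, so a missing name does not mean that a unigene has no protein match. Within it, 5 of those at 0 in T2 line had a Swiss-Prot name, and 0 of those at 0 in T2Plus line. The 5 were histone H3-2, the condensin subunit SMC4, receptor-like kinase SD1-8, a trypsin/chymotrypsin inhibitor and a putative ribonuclease H protein. The last (TRINITY_DN91704_c0_g1) was at 3.03, 0.151 and 2.31 FPKM in T2Plus line, too low to be tested, and is named after its values were seen. Counts this small from a part of the table do not compare the lines.

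Isoforms left out of the values analysed would leave such unigenes above 0 in the paper's tables, but 174 of 175 and 241 of 245 of those in the tables at hand (98.8%) were at 0 in the same line there. Table S3 holds only unigenes that the study called on these samples, so this share need not hold for unigenes outside the tables at hand. Too few reads, with no difference between the lines, would give as many in other splits. Among unigenes with a mean of at least 20 FPKM in the other samples the lines gave 63 and 37, 100 in all, which is 5.88 times the 17 of the highest other split. Few reads together with a lower level in one line would also give such an excess, so this count does not exclude them. A value of 20 FPKM need not be many reads, since 3054 of the 10667 unigenes above 0 in 1 sample only reached it there. Different versions of a gene assembled apart in the lines stay open: 3 assembly clusters held a unigene of each kind, against a median of 2 and a 95th percentile of 5 in 10000 random placements, which are too few clusters to decide. Genes expressed in one line only also stay open, as a hypothesis that was not tested further.

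Outside the genes the paper discusses, the 2 largest falls and the 2 largest rises among unigenes with at least 1 FPKM in every sample were falls by log2 fold changes of -5.97 in TRINITY_DN37_c1_g1, which Table S4 lists under cellular response to sulfur starvation, and -5.42 in TRINITY_DN31918_c0_g1, and rises of 4.26 in TRINITY_DN5902_c0_g2 and 4.12 in TRINITY_DN63131_c0_g2.

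For the 3860 unigenes called between the lines, the highest of the other splits of the samples called 17, and 1 of the 10 splits, the real one, called as many. With 10 splits a share under 0.05 cannot be reached.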

How the results depend on the processing

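Dividing out the authors' scaling, leaving out unigenes listed at 0 in a whole line and correlating every unigene were chosen only after the data were seen. Of 163 values of the main comparisons under the alternatives, 145 kept their direction and stayed within 1.5 times the value given or within the spread between samples. For the median difference that spread, 0.132, was larger than the difference itself, 0.0997. Values of 0.0141 and 0.228 therefore both counted as kept, and the count says little about how stable the median difference is. Up- and down-regulated unigenes numbered 1073 and 1142 with no filter, 753 and 1050 at a mean of at least 5 FPKM, and 756 and 1042 without those listed at 0 in a whole line, where fewer or more unigenes were tested. With a sample left out they numbered 1463 to 1947 and 1270 to 1628. The photosynthesis unigenes called were 2 with quantile normalization, and the up-regulated transcription factors were 1 with no filter, at a mean of at least 5 FPKM, and without those listed at 0. The cause of the first was not tested. The median difference was -0.0343 at a mean of at least 5 FPKM, and 0.0141 to 0.132 with a sample left out. The lowest Pearson's r was 0.955 on FPKM values, 0.653 on log2(FPKM + 0.1), 0.625 with no filter and 0.940 on FPKM values of every unigene, Spearman's rho was 0.712, and r was 0.812 to 0.815 with a sample left out. Of 82 named unigenes called, 66 stayed past the thresholds under every alternative, and 0 of 1400 values of single unigenes changed direction. Of the 2 not called, 0 passed under any alternative. The values hold no counts and only relative depth could be read from them, so no lower limit of detection is given for a unigene listed at 0.

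With the replicate number as a block, 1169 unigenes were up-regulated and 1146 down-regulated, and 6 named unigenes were no longer called. The numbers do not pair the samples: deviations from the line means of samples with the same number correlated at 0.0366, -0.0327 and -0.0665, and the highest correlation, 0.108, was between replicate 2 of T2 line and replicate 3 of T2Plus line, so not every sample correlated best with its own number.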

Differences from the paper's values

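Correlating every unigene on the FPKM values was chosen only after the values were seen. The paper's Pearson coefficients between replicates run from 0.94 to 0.98, and those found here on log10(FPKM + 1) from 0.812 to 0.830. Under each of the alternatives set before the data were examined both ends of the range still differed from the paper's. On the FPKM values of the unigenes kept the range was 0.955 to 0.995. On those of every unigene, a setting chosen after seeing the values, it was 0.940 to 0.966, which reaches the paper's lowest value but not its highest.

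The paper's assembly has 107777 unigenes and 116434 transcripts, and 62591 unigenes and 65535 transcripts were analysed here. Among the unigenes it names in the text, the paper gives 4 up-regulated ones of starch and sucrose metabolism against 2 here and 5 of purine metabolism against 2 here. Over all 11 measured unigenes that Table S4 lists for purine metabolism, 3 were up-regulated here. The paper gives 9 changed unigenes of ascorbate and aldarate metabolism against 4 here. The other starch and purine unigenes named in the text, and the others of the ascorbate list, were not analysed here, and under each of the alternatives set before the data were examined the difference remained.

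The paper's log2 fold changes in Table S3, for which its methods name DESeq, were set beside log2 ratios of the mean FPKM of the lines with no pseudocount. These quantities are made in different ways, so a gap between them need not be a difference in the data. The paper's values were -4.19 against -4.69 here for TRINITY_DN12750_c0_g2, -1.95 against -0.92 for TRINITY_DN4327_c3_g1, -4.41 against -5.21 for TRINITY_DN45076_c0_g1, -1.11 against 1.95 for TRINITY_DN2363_c0_g1, 6.53 against 7.41 for TRINITY_DN16038_c0_g1, -1.25 against -1.81 for TRINITY_DN1907_c1_g1, -5.23 against -7.35 for TRINITY_DN27440_c0_g1 and -2.12 against -2.47 for TRINITY_DN786_c0_g1. Of the alternatives set before the data were examined, those that fell within the paper's value were leaving out replicate 1 or 2 of T2Plus line for TRINITY_DN45076_c0_g1, and, for TRINITY_DN786_c0_g1, rescaling to a sum of 1000000 and leaving out replicate 2 of T2 line, 2 of T2Plus line or 3 of T2Plus line. For the other 6 none did. The isoforms analysed made up 33.4%, 11%, 85.6% and 47.9% of the table value for TRINITY_DN4327_c3_g1, TRINITY_DN2363_c0_g1, TRINITY_DN1907_c1_g1 and TRINITY_DN786_c0_g1, and the mean of one line was below 1 FPKM for TRINITY_DN12750_c0_g2, TRINITY_DN45076_c0_g1, TRINITY_DN16038_c0_g1 and TRINITY_DN27440_c0_g1.

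Of the 1583 unigenes that Table S3 lists as down-regulated, 858 were down-regulated here, 1 was up-regulated (TRINITY_DN14472_c0_g1, log2 fold change 2.25, named after its values were seen), 57 did not pass the test, 22 were expressed too weakly to be tested and 645 were not analysed here. That list of 1583 was at hand in full. Of the 1799 unigenes down-regulated here, those outside the 858 are not in it, so the test here called many that the paper did not. The paper names TRINITY_DN4327_c3_g1 among the down-regulated transcription factors, and it did not pass the test here (log2 fold change -0.61), while the other 12 named ones analysed were down-regulated. The paper gives all photosynthesis unigenes as down-regulated, and TRINITY_DN2363_c0_g1 did not pass the test here and had a log2 fold change of 0.98. The legend of Fig. 5 calls the photosynthesis unigenes up-regulated, whereas the text of the paper calls them down-regulated and 5 of the 6 were down-regulated here.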

Other observations

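The tests of depth and of the authors' scaling for the patterns in replicate 2 of T2 line and in weakly expressed unigenes were chosen only after the results were seen. All 4 unigenes of cellular response to sulfur starvation, a GO term of Table S4, were down-regulated in T2Plus line, and together they held 0.268% of the summed FPKM in T2 line and 0.0252% in T2Plus line. All 5 measured unigenes of cellular response to phosphate starvation were down-regulated, led by TRINITY_DN1882_c0_g1 with 111 ± 20.4 FPKM in T2 line and 12.1 ± 1.28 FPKM in T2Plus line (SD, n = 3; adjusted p = 2.48e-04 from limma). All 5 measured unigenes of oxylipin biosynthesis, the route to jasmonate and related lipids, were down-regulated, as were both measured unigenes of L-methionine salvage, led by TRINITY_DN13942_c0_g2 with 267 ± 58.6 FPKM in T2 line and 69.4 ± 1.03 FPKM in T2Plus line. Of response to nitric oxide 3 unigenes were down-regulated and 1, TRINITY_DN6422_c0_g2, was up-regulated, with 3.95 ± 1.17 FPKM in T2 line and 13.5 ± 2.17 FPKM in T2Plus line. Of nitrate transport 2 were up-regulated, led by TRINITY_DN9981_c0_g1 with 8.77 ± 2.33 FPKM in T2 line and 35.2 ± 2.47 FPKM in T2Plus line, 2 were down-regulated, led by TRINITY_DN786_c0_g1 with 48.8 ± 10.3 FPKM in T2 line and 8.84 ± 3.17 FPKM in T2Plus line from 47.9% of its value in Table S3, and 1 did not pass the test. The study drew these lists from the same samples, so the counts are not independent evidence of a direction.

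The groups of Table S1 were formed by protein name before the data were examined. Of 13 tested unigenes of cell division and DNA repair, 2 were up-regulated, histone H3-2 and SMC4, and 0 down-regulated by limma (4 up-regulated when adjusted over the list alone, and 5 higher and 2 lower at an unadjusted p under 0.05). Both called unigenes were listed at 0 in every T2 sample, and SMC4 was not called with no filter on low values (adjusted p = 0.0539 from limma). Of 12 disease resistance proteins and receptor kinases, SD1-8 and At1g49730 were up-regulated and lectin-domain kinase IX-1 was down-regulated (2 up-regulated and 2 down-regulated when adjusted over the list alone). The mitochondrial 10 kDa chaperonin was the 1 unigene called of 12 mitochondrial proteins and of 5 heat shock proteins and chaperones (1 in each when adjusted over the list alone). By limma 0 unigenes were called of 7 ribosomal proteins and translation factors, 6 of proteasome and ubiquitin, 11 pentatricopeptide repeat proteins, 6 of starch and sugar metabolism and transport, 3 of phenylpropanoid and alkaloid metabolism and 6 transposons. At an unadjusted p under 0.05 these held, in the same order, 3, 2, 0, 2, 2 and 0 unigenes. Of all 28536 unigenes tested, 8499 reached such a p from limma. Adjusted over the list alone 1 unigene of phenylpropanoid and alkaloid metabolism was lower and the other 5 groups held 0. Of 34 unigenes with a best match outside the green plants, TRINITY_DN96172_c0_g1 was down-regulated (log2 fold change -1.25, adjusted p = 0.0433 from limma; 1 down-regulated when adjusted over the list alone), and it is named after its values were seen.

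Replicate 2 of T2 line had a median 0.31 below that of the lower of the other T2 samples, and 4276 fewer unigenes of at least 1 FPKM. Lower depth would give the largest value of 1 read. With the authors' scaling divided out, however, 1 read was worth 0.707 of that in replicate 1 of T2 line. With the 100 most strongly expressed unigenes of each sample left out and the rest rescaled, its median was still lower (difference -0.42), which argues against a few unigenes taking much of the expression. With the authors' scaling divided out the difference was -0.35. What set this sample apart stays open, and no biological explanation was tested, since the design names none within a line.

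Among the 9512 unigenes of lowest mean expression the median was higher in T2Plus line by 0.25. The difference was 0.32 with the authors' scaling divided out and 0.22 without unigenes listed at 0 in a whole line, which argues against either as the whole source. Without replicate 2 of T2 line it was 0.12, smaller but above 0, so its part and that of the line cannot be told apart. A higher level of weakly expressed genes after chromosome doubling is a hypothesis that these samples leave open. Each ploidy level is present as a single line, and the paper reports that T2Plus line germinates later and grows slowly. Ploidy, line and growth stage therefore cannot be told apart in any of these comparisons.

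Of the 62591 unigenes, 10667 were above 0 in 1 sample only. Of these 3054 were at 20 FPKM or more there, 480, 422 and 503 in replicates 1, 2 and 3 of T2 line and 668, 513 and 468 in those of T2Plus line, with a largest value of 503 FPKM. Of them 0 were kept by the filter on low values.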
